# Molecular Insight into the Association Between Cartilage Regeneration and Ear Wound Healing in Genetic Mouse Models: Targeting New Genes in Regeneration

**DOI:** 10.1534/g3.113.007302

**Published:** 2013-11-01

**Authors:** Muhammad Farooq Rai, Eric J. Schmidt, Audrey McAlinden, James M. Cheverud, Linda J. Sandell

**Keywords:** tissue regeneration, articular cartilage, QuantiGene Plex assay, recombinant inbred lines, osteoarthritis

## Abstract

Tissue regeneration is a complex trait with few genetic models available. Mouse strains LG/J and MRL are exceptional healers. Using recombinant inbred strains from a large (LG/J, healer) and small (SM/J, nonhealer) intercross, we have previously shown a positive genetic correlation between ear wound healing, knee cartilage regeneration, and protection from osteoarthritis. We hypothesize that a common set of genes operates in tissue healing and articular cartilage regeneration. Taking advantage of archived histological sections from recombinant inbred strains, we analyzed expression of candidate genes through branched-chain DNA technology directly from tissue lysates. We determined broad-sense heritability of candidates, Pearson correlation of candidates with healing phenotypes, and Ward minimum variance cluster analysis for strains. A bioinformatic assessment of allelic polymorphisms within and near candidate genes was also performed. The expression of several candidates was significantly heritable among strains. Although several genes correlated with both ear wound healing and cartilage healing at a marginal level, the expression of four genes representing DNA repair (*Xrcc2*, *Pcna*) and Wnt signaling (*Axin2*, *Wnt16*) pathways was significantly positively correlated with both phenotypes. Cluster analysis accurately classified healers and nonhealers for seven out of eight strains based on gene expression. Specific sequence differences between LG/J and SM/J were identified as potential causal polymorphisms. Our study suggests a common genetic basis between tissue healing and osteoarthritis susceptibility. Mapping genetic variations causing differences in diverse healing responses in multiple tissues may reveal generic healing processes in pursuit of new therapeutic targets designed to induce or enhance regeneration and, potentially, protection from osteoarthritis.

Regeneration potential is phylogenetically dispersed among animal taxa and is a basal trait in vertebrates, including fishes, amphibians, and mammalian fetal tissues (Gierer *et al.* 1972; Stocum 1984; Fini 1999; Harty *et al.* 2003; Tanaka 2003; Bely 2010; Cuervo *et al.* 2012; Seifert *et al.* 2012). A consensus is that the regenerative capability in adult mammals is extremely limited (ten Koppel *et al.* 2001; Harty *et al.* 2003; Carlson 2005; Colwell *et al.* 2005; Sanchez Alvarado and Tsonis 2006; Kierdorf and Kierdorf 2011). However, at the end of 20th century, the MRL/MpJ mouse emerged as a classical example of mammalian regeneration because it can heal ear wounds (Clark *et al.* 1998; Metcalfe *et al.* 2006; Fitzgerald *et al.* 2008; Rai *et al.* 2012), surgical wounds (Colwell *et al.* 2006; Heydemann *et al.* 2012), and articular cartilage lesions (Fitzgerald *et al.* 2008; Rai *et al.* 2012). In addition, DBA/1 (Kench *et al.* 1999; Li *et al.* 2001; Masinde *et al.* 2006) and LG/J (Kench *et al.* 1999; Li *et al.* 2001; Masinde *et al.* 2006; Rai *et al.* 2012) carry similar regenerative abilities to adulthood. This is in contrast to all other mouse strains tested so far (C57BL/6J, SJL/J, BALB/cByJ, SM/J), in which scar tissue forms at wound sites (Clark *et al.* 1998; Metcalfe *et al.* 2006; Fitzgerald *et al.* 2008; Rai *et al.* 2012).

Failure to regenerate injured articular cartilage poses a great challenge to musculoskeletal research because it is associated with osteoarthritis. Osteoarthritis is a complex heterogeneous disease in which cartilage degenerates because of aging, trauma, genetics or other unknown etiological agents. We have previously shown that an inverse relationship exists between cartilage healing and osteoarthritis susceptibility (Hashimoto *et al.* 2012). The super-healer MRL mouse is protected from posttraumatic osteoarthritis as well (Ward *et al.* 2008). Therefore, study of the genes associated with cartilage regeneration bears great relevance to osteoarthritis research.

A genome-wide microsatellite mapping study has shown that ear wound healing is a complex multigenic trait that is controlled by five to six loci segregating in F_2_ and backcrosses between MRL/MpJ and C57BL/6J (McBrearty *et al.* 1998; Heber-Katz 1999). The LG/J inbred strain has a similar healing ability and is one of the founding lines used to breed the MRL/MpJ strain. Both strains share 75% of their genome (Murphy and Roths 1979). Another mapping study in the F_2_ population derived from LG/J and nonhealing SM/J parental lines detected segregation at four loci that affect ear wound healing, three replicating loci mapped in the MRL/MpJ study plus one novel locus (Blankenhorn *et al.* 2009).

The complex process of regeneration is characterized by spontaneous initiation of several genes and biological pathways (Gurtner *et al.* 2008). Several studies have compared the gene expression in ear wound tissues between healers and nonhealers (McBrearty *et al.* 1998; Li *et al.* 2001; Masinde *et al.* 2006; Blankenhorn *et al.* 2009), generating important information regarding molecular biology of regeneration. The gene expression differences in ear tissues from LGXSM intercross have shown a differential regulation of ∼600 genes within the mapped loci affecting healing (Blankenhorn *et al.* 2009). However, no strong evidence is yet available for the genes that control cartilage regeneration in these strains.

We have recently studied ear wound healing and cartilage regeneration simultaneously in a set of recombinant inbred (RI) lines generated from LG/J (healer) and SM/J (nonhealer) intercross (Rai *et al.* 2012). We found a strong correlation between the two phenotypes, indicating a common genetic basis of healing and indicating that the underlying mechanisms might not be tissue-specific. A recent study has shown that distinct differences in cell-cycle properties exist between healer and nonhealer strains (Bedelbaeva *et al.* 2010). These data suggest that highly regenerative cells are both hyperproliferative and highly apoptotic in nature. The combined effects of increased proliferation and apoptosis might allow the organism to eliminate old cells and keep the cell turnover rate high, as seen in some organ development. However, the molecular and cellular basis for differences in regeneration is not completely understood.

In this study, we harvested injured knee joint tissues from formalin-fixed paraffin-embedded (FFPE) sections archived from common inbred and RI strains and measured the expression signatures of mRNAs and microRNAs (miRNAs) using a novel QuantiGene Plex assay directly from tissue lysates. We hypothesize that the healing responses have a common genetic basis, implying a common suite of mechanisms. We believe that identification of biological processes common to regeneration/healing in articular cartilage has novel implications for osteoarthritis pathogenesis and therapeutic interventions.

## Materials and Methods

### Mice source and housing

All procedures in this study were approved by the Animal Studies Committee of Washington University. Eight mouse strains (three to four mice per strain) were used based on previous screening (Rai *et al.* 2012), representing the following three healing categories: good (MRL/MpJ, LG/J, LGXSM-6); intermediate (LGXSM-5, LGXSM-35); and poor (C57BL/6J, SM/J, LGXSM-33). Detailed information and history of RI lines are documented elsewhere (Hrbek *et al.* 2006).

### Phenotyping: ear pinna wound

A 2-mm bilateral hole was produced in the cartilaginous part of the external ear in 6-wk-old mice (McBrearty *et al.* 1998; Rai *et al.* 2012). The hole diameter was read 30 d after the punch and the healing area was calculated by subtracting the diameter of the residual hole from the original 2-mm hole. The phenotypic data for ear wound scores are provided in Supporting Information, Table S1.

### Phenotyping: articular cartilage defect

Full-thickness articular cartilage defect was created through microsurgery on the trochlear groove of 8-wk-old mice (Fitzgerald *et al.* 2008; Rai *et al.* 2012). Harvested knee joints were processed for histology 16 wk postsurgery. FFPE samples were mounted in paraffin blocks, sagittally sectioned at 5-μm intervals, mounted on polylysine-coated slides (Fischer Scientific, Pittsburg, PA), and stained with toluidine blue. The degree of cartilage regeneration was assessed as described previously (Fitzgerald *et al.* 2008; Rai *et al.* 2012). The phenotypic data for articular cartilage regeneration scores are provided in Table S2 (only data from the 16-wk postsurgery time point are related to this study).

### Archived histological sections

The archived unstained FFPE sections (25 sections per strain, three to four mice per strain) from articular cartilage were used to prepare tissue homogenates (“lyse ‘n’ go”) instead of isolating RNA. Previous reports have suggested that the quality of RNA extracted from FFPE tissues is inferior compared to fresh or frozen tissues or cells. Several factors contribute to this compromised quality of RNA. These include formalin fixation (Bresters *et al.* 1994; Macabeo-Ong *et al.* 2002), RNA cross-linking with proteins (Finke *et al.* 1993; Masuda *et al.* 1999), and addition of mono-methyl on all four bases (AUGC) (Park *et al.* 1996; Masuda *et al.* 1999). To overcome these problems and to make use of our valuable archival FFPE tissues, the Affymetrix QuantiGene Plex assay (Panomics Inc., Fremont, CA) was used. This method is based on a sandwich nucleic acid hybridization assay (branch DNA technology) and provides a novel approach for gene expression analysis and quantification (Yang *et al.* 2006) by analyzing the reporter genes rather than target sequences (Urdea *et al.* 1991). There are several advantages associated with the measurement of gene signals directly from FFPE tissue homogenates, including avoidance of variations or errors inherent to RNA extraction and amplification of target sequences. In addition, the sensitivity of branched DNA assay in tissue homogenates has been reported to be 10-fold higher than that of purified RNA (Knudsen *et al.* 2008).

### Preparation of FFPE tissue homogenates

The area of interest was selectively macrodissected from FFPE sections to collect the composite tissues (subchondral bone, cartilage, meniscus, growth plate, joint capsule, and synovium) (Figure 1). Tissue homogenates were prepared according to the procedure described in Affymetrix QuantiGene Plex sample processing kit for FFPE tissues (Panomics Inc.). All the surfaces and instruments were treated with RNaseZAP (Sigma Aldrich, St. Louis, MO). The excess paraffin was scraped off, along with any tissues around the area of interest. The area of interest on the 5-μm slide section was selectively macrodissected using a clean razor blade and transferred to a 1.5-ml microfuge tube. These crude tissues were incubated at 65° for 6 hr with 600 μl homogenizing solution and 6 μl proteinase K (50 μg/ml). To achieve complete dissociation of the tissues, samples were vortexed several times at 60-min intervals at maximum speed during incubation. The tissue homogenate was separated from debris and paraffin by centrifugation at 14,000 rpm for 5 min at room temperature. The residual paraffin appeared as a solid residuum above the homogenate and debris pelleted at the bottom of the tube. The solid paraffin layer was pierced with a pipette tip to transfer the clear homogenate to a fresh microfuge tube, avoiding contamination with residual paraffin or tissue debris. The resulting homogenate was stored at −80° until being used for QuantiGene Plex and QuantiGene miRNA assays.

**Figure 1:**
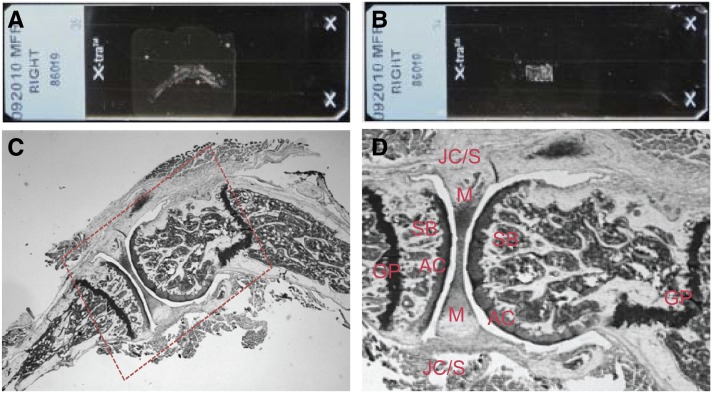
Histological landmarks for tissue collection. The archived FFPE sections were selected from each strain, the surface around the sections was treated with RNaseZAP, and the tibiofemoral joint was visually selected (A, C; dotted area). The excess paraffin was removed around the joint tissues (B, D) and the remaining tissues of interest were collected from 25 sections in a microfuge tube. GP, growth plate; SB, subchondral bone; AC, articular cartilage; M, meniscus; JC/S, joint capsule/synovium.

### Selection of candidate genes and miRNAs

Sixty-seven mRNAs (Table S3) and six miRNAs (Table S4) were selected for analysis. Individual bead-based oligonucleotide probe sets specific for each mouse target gene were developed by Panomics Inc. using previously published NCBI (National Center for Biotechnology Information) gene accession numbers. The selection of these genes was based on their known role in tissue healing, cartilage homeostasis, joint development, and osteoarthritis. Three reference genes (*Gapdh*, *Hprt1*, and *Actb*) were used to normalize target gene expression. Two panels of genes were submitted for QuantiGene Plex assay, panel 321347 and panel 321389 (http://www.panomics.com).

### Quantification of mRNA expression

The quantification of selected mRNAs in tissue lysates was performed in biological and technical replicates using the Affymetrix QuantiGene 2.0 Plex Assay kit (Panomics Inc.). The assays were performed as described previously with the exception that previously we used RNA instead of tissue lysates (Rai *et al.* 2013). An appropriate volume of working bead mix was prepared by combining the following reagents per well in a microfuge tube and scaled for 96-well plate format: 18.5 μl nuclease-free water; 33.3 μl lysis mixture; 2 μl blocking reagent; 0.2 μl proteinase K; 1 μl capture beads; and 5 μl probe set. The working bead mix was vortexed for 10 sec and 60 μl of it was dispensed into each well of the hybridization plate, followed by addition of 40 μl of tissue homogenate to each well. The plate was sealed using a pressure seal and placed on an inverted plate lid placed onto the VorTemp 56 shaking incubator and incubated for 18−22 hr at 54° while shaking at 600 rpm. Postincubation, the contents of the hybridization plate were transferred to a magnetic separation plate after centrifugation at 240*g* for 60 sec and mixing the contents a few times with a pipette. The magnetic separation plate was inserted into the hand-held magnetic plate washer and the plate was washed three times using 100 μl wash buffer (wash buffer components 1 and 2 in nuclease-free water) per well. Then, 100 μl preamplifier working reagent (36 μl 2.0 preamplifier in 12 ml amplifier diluent) was dispensed into each well of the magnetic separation plate, sealed, and incubated at 50° for 1 hr while shaking at 600 rpm. After incubation, the plate was washed as described, 100 μl amplifier working reagent (36 μL 2.0 amplifier in 12 ml amplifier diluent) was added per well, and incubation was again performed at 50° for 60 min at 600 rpm. Then, the plate was washed again, 100 μL label probe working reagent (36 μl label probe in 12 ml label probe diluent) was added to each well, and the sealed plate was placed into VorTemp and incubated at 50° for 60 min while shaking at 600 rpm. After 60 min, the washing procedure was repeated as described and 100 μl SAPE (Streptavidin conjugated Phycoerythrin) working reagent (36 μl SAPE to 12 ml SAPE diluent) was pipetted into each well. The plate was foiled, removed from the plate washer, and placed on a shaking platform at room temperature while shaking at 800 rpm for 60 sec, followed by shaking at 600 rpm for 30 min. The plate was washed with 130 μl SAPE wash buffer in each assay well and the plate was sealed, removed from the plate washer, wrapped in aluminum foil, and allowed to shake at 800 rpm for 3 min at room temperature. Finally, the plate was read on Luminex set for specified bead regions with the following parameters: 100-μl sample size; 5000–25,000 DD gate; 45-sec timeout; and 100 bead events per bead region. The average signal values were noted, subtracted from the background signal, and finally normalized to housekeeping genes.

### Quantification of miRNA expression

Selected miRNAs were quantified using QuantiGene 2.0 miRNA assay kit (Panomics Inc.) as detailed. Working probe sets for each reaction were prepared by combining the following reagents in a microfuge tube: 25.1 μl nuclease-free water; 33.3 μl lysis mixture; 1 μl blocking reagent; 0.3 μl capture extender; and 0.3 μl label extender. The reaction mixture (60 μl/well) was pipetted into each assay well of the capture plate with conjugated oligonucleotides to the surface of the well. Then, 40 μl sample was dispensed to each assay well, avoiding introduction of bubbles, and 40 μl homogenizing solution was added to the assay background controls. The plate was sealed with adhesive seal and centrifuged at 240*g* for 20 sec at room temperature to ensure the contents would contact the bottom of the well. Finally, the plate was incubated at 46° for 16–20 hr for hybridization. The next day, the plate was first washed three times using 200–300 μl/well of wash buffer (wash components 1 and 2 in distilled water), and then the inverted plate was centrifuged at 240*g* for 60 sec to remove traces of wash buffer. A total of 100 μl/well of freshly prepared PreAmp working reagent (11 μl 2.0 PreAmp in 11 ml amplifier/label diluent) were added to each well of the plate. The plate was sealed and set for PreAmp hybridization at 46° for 60 min. After the incubation period, the plate was washed and centrifuged as described. To each well of the plate, 100 μl Amp working reagent (11 μl 2.0 Amp in 11 ml amplifier/label probe) was added, sealed, and again incubated at 46° for 60 min for Amp hybridization. After the incubation period and washing steps, 100 μl/well label probe was dispensed and kept for hybridization at 46° for 60 min. Finally, the plate was washed after incubation and 100 μl substrate was added to each well of the capture plate, which was sealed and incubated at room temperature for 5 min. The plate was read on a luminometer after removing the seal within 15 min. Average signal from the three replicates was calculated and average background signals were deducted from samples, and the data were normalized to *Snord68*.

### Statistical analyses

All statistical analyses were performed using Systat-12 software (Systat Software Inc., Chicago, IL).

#### Gene expression measurements:

The raw values of mRNA expression levels were normalized using *Gapdh*, *Hprt1*, and *Actb*, whereas those of miRNAs were normalized with *Snord68* as the independent variables in a multiple regression for each of the target genes. The residuals from this regression were obtained for each gene and were used to calculate an average for each individual. The more conventional ΔΔC_t_ method measures differential expression of samples relative to a single reference sample and then compares candidate genes to control genes. However, restating measurements of candidate genes relative to control genes as ratios results in amplification of measurement errors and introduces an artifactual correlation between the ratio plotted on the Y-axis and its denominator plotted on the X-axis.

#### Correlation of gene expression with phenotypic traits:

Pearson correlation was used for examining the associations between gene expression (mRNA or miRNA) values with phenotypic (articular cartilage regeneration or ear wound healing) scores.

#### Heritability of gene expression:

We used ANOVA to test for significant strain differences in gene expression:

$$Y_{ij}=\mu +Sex_{i}+Strain_{j}+e_{ij}$$

with “Sex” as a fixed effect and “Strain” as a random effect. Sex was removed from the model because there were no significant sex differences. Post hoc pairwise significance tests comparing specific mouse strain pairs were performed using Tukey's honestly significant difference test to control for multiple comparisons.

Because these are fully inbred mouse strains, the broad-sense heritability (H^2^) of the traits was calculated using the following equation:

$$H_{trait}^{2}=\sigma_{st}^{2}/\left(\sigma_{st}^{2}+\sigma_{r}^{2}\right)$$

where the variance among strains $\left(\sigma_{st}^{2}\right)$ is divided by the sum of the between-strain $\left(\sigma_{st}^{2}\right)$ and within-strain $\left(\sigma_{r}^{2}\right)$ variances. This includes all sources of genetic variation between mouse strains. Standard errors for heritabilities were calculated using the intraclass correlation (Falconer and Mackay 1996) and were used to generate one-sided 95% confidence intervals (Table 1).

**Table 1:** Heritability and correlations of mRNAs with ear and articular cartilage healing phenotypes

Gene Symbol	Heritability						Correlation with Ear Wound		Correlation with Articular Cartilage		Gene Symbol	Heritability						Correlation with Ear Wound		Correlation with Articular Cartilage	
	Vb	Vw	Vt	H^2^	95% C.I. (One-Tailed)	*P*	*r*	*P*	*R*	*P*		Vb	Vw	Vt	H^2^	95% C.I. (One-Tailed)	*P*	*r*	*P*	*r*	*P*
*Acan*	0.013	0.046	0.059	0.219	0.598	0.126	0.414	0.175	0.488	0.139	*Lef1*	0.000	0.009	0.009	−0.003	0.325	0.466	0.185	0.333	0.375	0.197
*Adamts4*	0.001	0.007	0.008	0.099	0.457	0.282	0.018	0.483	−0.169	0.346	*Lep*	0.000	0.010	0.010	−0.009	0.325	0.481	−0.661	0.078	−0.694	0.070
*Adamts5*	0.003	0.007	0.010	0.279	0.661	0.078	0.163	0.352	0.110	0.398	*Map1lc3a*	0.001	0.003	0.004	0.251	0.632	0.082	−0.770	**0.054**	−0.636	0.085
*Adipoq*	0.012	0.021	0.033	0.375	0.750	**0.022**	−0.530	0.121	−0.714	0.066	*Mia1*	0.016	0.012	0.028	0.575	0.892	**0.002**	0.407	0.179	0.492	0.137
*Apln*	−0.001	0.006	0.005	−0.118	0.325	0.725	0.148	0.364	0.155	0.359	*Mmp13*	0.013	0.017	0.030	0.446	0.964	**0.013**	0.570	0.106	0.562	0.109
*Atg7*	0.016	0.003	0.020	0.824	0.987	**<0.001**	−0.223	0.302	−0.196	0.324	*Mmp1a*	0.000	0.007	0.006	−0.013	0.807	0.489	−0.371	0.199	−0.353	0.210
*Axin2*	0.003	0.008	0.011	0.258	0.639	0.077	0.802	**0.049**	0.814	**0.047**	*Mmp3*	0.028	0.091	0.119	0.234	0.325	0.113	0.444	0.159	0.294	0.249
*Bcl3*	0.007	0.011	0.018	0.377	0.751	**0.030**	−0.353	0.210	−0.566	0.107	*Mmp9*	0.020	0.007	0.027	0.737	0.614	**<0.001**	−0.157	0.357	−0.039	0.463
*Becn1*	0.002	0.004	0.006	0.356	0.733	**0.028**	−0.127	0.383	−0.033	0.469	*Nampt*	0.000	0.002	0.002	−0.114	0.325	0.716	0.335	0.222	0.108	0.400
*Bglap1*	0.027	0.016	0.043	0.636	0.924	**<0.001**	−0.127	0.383	−0.033	0.469	*Nfkb1*	0.001	0.002	0.002	0.256	0.637	0.094	−0.446	0.158	−0.535	0.119
*Bmp6*	0.000	0.003	0.003	−0.133	0.325	0.758	−0.195	0.325	−0.114	0.395	*Pcna*	0.002	0.007	0.009	0.209	0.587	0.119	0.893	**0.036**	0.925	**0.032**
*Casp3*	0.003	0.004	0.008	0.441	0.803	**0.014**	0.712	0.066	0.740	0.060	*Polq*	0.008	0.008	0.016	0.477	0.830	**0.005**	0.104	0.404	0.126	0.384
*Ccl3*	0.003	0.065	0.068	0.044	0.386	0.378	−0.335	0.222	−0.285	0.256	*Pthlh*	−0.001	0.013	0.012	−0.077	0.325	0.634	0.250	0.281	0.424	0.170
*Cdkn1a*	−0.004	0.016	0.012	−0.318	0.325	0.991	−0.294	0.250	−0.173	0.343	*Retn*	0.000	0.004	0.003	−0.144	0.325	0.779	−0.325	0.228	−0.450	0.156
*Cdkn2a*	0.000	0.009	0.009	0.019	0.352	0.419	0.398	0.184	0.383	0.192	*Runx2*	0.003	0.004	0.007	0.412	0.780	**0.020**	0.654	0.080	0.714	0.066
*Cebpb*	0.002	0.015	0.017	0.138	0.505	0.222	−0.673	0.075	−0.786	**0.051**	*Smad1*	0.002	0.006	0.008	0.217	0.596	0.111	0.411	0.177	0.416	0.174
*Chrdl1*	0.000	0.006	0.007	0.068	0.417	0.321	0.417	0.173	0.385	0.191	*Smad2*	0.000	0.002	0.002	0.131	0.497	0.215	0.155	0.359	0.120	0.389
*Col10a1*	0.004	0.080	0.084	0.043	0.384	0.380	0.014	0.487	0.218	0.306	*Smad4*	0.000	0.002	0.002	0.095	0.452	0.272	0.375	0.197	0.449	0.157
*Col1a1*	0.000	0.009	0.009	−0.044	0.325	0.553	−0.342	0.217	−0.208	0.314	*Sox5*	0.001	0.013	0.014	0.058	0.404	0.339	0.635	0.085	0.683	0.073
*Col2a1*	0.019	0.044	0.062	0.299	0.680	0.065	0.358	0.207	0.417	0.173	*Sox9*	−0.001	0.027	0.026	−0.036	0.325	0.536	0.204	0.318	0.271	0.266
*Col6a6*	−0.001	0.020	0.018	−0.067	0.325	0.601	0.380	0.194	0.269	0.267	*Stat3*	0.000	0.003	0.003	0.129	0.494	0.235	0.044	0.459	−0.152	0.361
*Comp*	0.004	0.042	0.045	0.078	0.430	0.317	0.255	0.278	0.317	0.234	*Stat6*	0.000	0.004	0.004	0.075	0.427	0.323	0.362	0.204	0.389	0.189
*Csnk2a1*	0.000	0.002	0.002	0.046	0.388	0.364	−0.586	0.101	−0.473	0.145	*Tfap2a*	0.002	0.007	0.010	0.250	0.631	0.099	0.112	0.396	0.075	0.431
*Cxcl12*	0.000	0.003	0.004	0.112	0.474	0.261	0.574	0.105	0.580	0.103	*Tgfb1*	0.002	0.003	0.005	0.437	0.800	**0.015**	−0.416	0.174	−0.466	0.148
*Ddr2*	0.005	0.012	0.017	0.293	0.674	0.068	0.124	0.386	0.157	0.357	*Tgfbr1*	0.001	0.003	0.003	0.209	0.587	0.137	−0.199	0.322	−0.196	0.324
*Epas1*	0.001	0.002	0.004	0.375	0.750	**0.031**	−0.067	0.438	−0.063	0.441	*Trp53*	0.000	0.003	0.003	0.123	0.487	0.226	−0.103	0.404	−0.338	0.220
*Fancc*	0.000	0.003	0.003	−0.036	0.325	0.541	0.641	0.084	0.689	0.071	*Ulk1*	0.003	0.003	0.006	0.475	0.828	**0.006**	0.643	0.083	0.773	**0.054**
*Fgf18*	0.015	0.023	0.039	0.396	0.767	**0.024**	−0.196	0.324	−0.265	0.270	*Vegfa*	0.001	0.006	0.007	0.132	0.498	0.214	−0.141	0.370	−0.128	0.383
*Fzd2*	0.000	0.005	0.004	−0.101	0.325	0.687	0.561	0.109	0.643	0.083	*Wisp1*	0.008	0.011	0.019	0.433	0.797	**0.010**	0.320	0.232	0.356	0.208
*Gdf5*	0.008	0.024	0.032	0.247	0.628	0.102	−0.112	0.397	−0.198	0.322	*Wnt16*	−0.002	0.019	0.016	−0.138	0.325	0.743	0.776	**0.053**	0.868	**0.039**
*Igf1*	0.017	0.017	0.034	0.505	0.849	**0.006**	−0.184	0.334	−0.215	0.308	*Wnt3a*	0.000	0.008	0.008	0.059	0.406	0.349	0.052	0.451	−0.196	0.324
*Ihh*	0.011	0.010	0.022	0.529	0.864	**0.002**	0.325	0.228	0.448	0.157	*Xpa*	−0.001	0.004	0.003	−0.171	0.325	0.832	0.714	0.065	0.526	0.123
*Il4*	0.002	0.005	0.007	0.247	0.628	0.102	0.090	0.416	−0.085	0.421	*Xrcc2*	0.006	0.007	0.013	0.493	0.841	**0.004**	0.894	**0.035**	0.818	**0.046**
*Il6*	−0.001	0.009	0.008	−0.087	0.325	0.643	0.820	**0.046**	0.755	0.057											

Vb, between-strain variation; Vw, within-strain variation; Vt, total phenotypic variation; H^2^ = heritability; C.I., confidence interval. Bold values indicate significance at the 5% level.

### Single nucleotide polymorphisms analysis

Utilizing whole-genome sequences for LG/J at 21-times coverage and SM/J at 14-times coverage (H. A. Lawson, I. Nikolskiy, S. Chun, M. McLellan, J. Fay, E. Mardis, J. M. Cheverud, unpublished data), we evaluated candidate genes for single nucleotide polymorphisms (SNPs). For each gene, SNPs were identified in the 5′ and 3′ UTRs, exons, introns, and the regions 2500 base pairs upstream and downstream of the UTRs. The sequences of genic elements were according to the UCSC genome browser annotations, NCBI37/mm9 assembly (http://genome.ucsc.edu/). Conservation scores for each SNP were obtained from the PhastCons30Placental table of the UCSC browser. Nonsynonymous SNPs with a conservation score of 0.90 or greater were evaluated for potential functional significance using the algorithms PolyPhen-2 (Adzhubei *et al.* 2010, 2013), SIFT (Kumar *et al.* 2009), and LRT (Chun and Fay 2009). PolyPhen-2 uses sequence-based predictive features in light of tertiary structures of proteins to predict the functional significance of nonsynonymous amino acid substitutions. SIFT makes use of sequence homology and median evolutionary conservation scores to predict conserved protein function. LRT is a likelihood ratio test comparing the probability that a codon has evolved under negative selection to a model in which the codon has evolved neutrally, where rates of synonymous and nonsynonymous substitutions are equal. Genetic maps with the locations of SNPs and microsatellite markers are available for the RI lines (Hrbek *et al.* 2006). For each gene, the genotype in each RI line was inferred by finding the genotypes of the closest set of flanking markers in the appropriate RI line genetic map. When a gene was between proximal and distal RI map markers that differ in genotype, a genotype was not assigned.

### Fold-change differences in gene expression and cluster analysis

We used *t* test and probabilities of obtaining the observed results given the null hypothesis of less than 5% is accepted as statistically significant. The fold-changes in gene expression were calculated using the least square means for each strain against C57BL/6J and heat maps were generated to visualize the magnitude of fold-change variations. We used Ward minimum variance method (cluster analysis) to determine strain inter-relationships of gene expression correlation strengths.

## Results

### Findings of the broad-sense heritabilities

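Expression was measured in homogenates of knee joint sections from 8 inbred strains: LG/J, SM/J, C57BL/6J, MRL/MpJ and the recombinant inbred lines LGXSM-5, LGXSM-6, LGXSM-33 and LGXSM-35, the last 4 derived from a cross of LG/J and SM/J. The paper's methods give 3 to 4 mice per strain. In the QuantiGene Plex assay, probes on coded beads capture each mRNA from the homogenate, and branched DNA bound to the captured mRNA gives the signal. The first panel held 33 target mRNAs with the reference genes *Gapdh*, *Hprt1* and *Actb*, and the second held 34 target mRNAs with *Gapdh* and *Hprt1*. Each strain has a series of numbered signals, called assay replicates here, and the files do not say which of them are repeated measures of one mouse. The first panel holds 76 assay replicates, with 8 for LG/J and SM/J, 12 for LGXSM-6 and LGXSM-33 and 9 for each of the other strains. The second panel holds 78, with 12 for LGXSM-6 and LGXSM-33 and 9 for each of the other strains. Signals of the 67 target mRNAs ranged from 2 to 29383 with a median of 50, and 14.5% of the 5160 values were under 10. The number of beads read behind each value and the background signal are not given in the files, so no interval can be given for a single value.

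The authors deposited the log10 signals and the normalized values, which are residuals of each target's log10 signal after a multiple regression on the reference genes of its panel. Residuals recomputed from the log10 signals equalled the deposited ones in 75 of the 76 assay replicates of the first panel, with differences of at most 2.26e-05. In the other one, Signal 9 of LGXSM-35, they differed by up to 0.345. In the second panel the median difference was 0.00473 and the largest 0.0344. The deposited normalized values were used as filed. H2 was taken as Vb/(Vb + Vw) from one-way variance components with strain as a random effect and without a term for sex, which the files do not give for single signals. The unit was the assay replicate. The test was a one-sided permutation test that moved assay replicates between strains in 100000 resamples. Repeated measures of a mouse are counted in it as independent, which makes its P values smaller than those of a test over mice would be if repeats are alike. The miRNAs were not analysed here.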

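Between-strain variance of normalized expression passed the permutation test at P under 0.05 in 57 of the 67 mRNAs, and in 54 after Benjamini-Hochberg adjustment over the 67. In 25 of them P was 1e-05, the smallest value that the resamples can give. With 3 assay replicates per strain drawn at random, an alternative chosen after seeing the data, the median over 100 draws was 28.5 mRNAs, with counts from 15 to 44. From significant H2, the paper concludes that variation in expression corresponds to genetic differences among strains.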

H^2^ showed that the expression levels of 19 mRNAs (Table 1) and six miRNAs (Table 2) were significantly heritable, indicating that the variation in gene expression corresponded to genetic differences among strains. The heritabilities of mRNAs ranged from 35.6% to 82.4%, whereas those of miRNAs ranged from 60.0% to 83.9%. 

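Among the mRNAs that passed, H2 over assay replicates was lowest for *Pthlh*, named here for this value alone after it was seen, at 10.7%, and highest for *Atg7*, at 83.2%. Over all 67 mRNAs it ranged from −5.26% to that of *Atg7*, with a median of 29.6%.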

There were six genes (*Igf1*, *Ihh*, *Mia1*, *Bglap*, *Mmp9*, and *Atg7*) that showed a statistically significant heritability of 50% or more. 

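An H2 of 50% or more was found here in 11 mRNAs. This count ranged from 9, without LGXSM-6, to 31, without normalization. It was 18 in the 6 strains of the cross and 17 without MRL/MpJ. In *Mia1* H2 was 67.7% (jackknife SE over strains 8.79, n = 8 strains), in *Igf1* 60.8% (SE 17.8) and in *Ihh* 55.6% (SE 9.72). The difference between the strains with the highest and the lowest mean was 1.33 on the log2 scale for *Igf1* (LGXSM-33 against LGXSM-5) and 1.22 for *Mia1* (LG/J against LGXSM-5), and in neither did the assay replicates of these strains overlap. For *Ihh* the difference was 1.04 (LG/J against LGXSM-5) and the assay replicates overlapped. The median signal of *Ihh* was 11, which places it among the 16 mRNAs with the lowest mean signal. The others at 50% or more were *Atg7*, *Mmp9*, *Bglap1*, *Mmp13* (56.4%), *Wisp1* (56.1%), *Polq* (56.1%), *Xrcc2* (53.6%) and *Fgf18* (50.8%). From the mRNAs not named in the text of the paper, 5 were taken by smallest P and, among ties, largest H2. Of these, *Bcl3* (48.6%) and *Col2a1* (48.5%) were below this level. Others with the same P that were not taken were below it too.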

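The jackknife SE of H2 over the 8 strains was 8.05 percentage points for *Atg7*. For *Mmp9*, H2 was 81.7% (SE 10.4), and for *Bglap1* it was 71.9% (SE 11.4). The normalized expression of *Atg7*, on the log10 scale, was highest in MRL/MpJ, at 0.203 ± 0.0701 (SD, n = 9 assay replicates), and lowest in LGXSM-5, at −0.182 ± 0.0472 (SD, n = 9). *Mmp9* was highest in C57BL/6J, at 0.257 ± 0.0591 (SD, n = 9), and lowest in LGXSM-5, at −0.221 ± 0.0614 (SD, n = 9). *Bglap1* was highest in LGXSM-6, at 0.207 ± 0.130 (SD, n = 12), and lowest in LGXSM-35, at −0.272 ± 0.0344 (SD, n = 9). In all 3 mRNAs, no assay replicate of the lowest strain reached those of the highest. In the RefSeq annotation of GRCm38.p6, 2 genes, *Bglap* and *Bglap2*, carry *Bglap1* as an older name, and whether the probe separates their mRNAs is not known. With the ratio to the reference genes in place of the residuals, *Mmp9* ranked first at 85.6% and *Atg7* had 70.8%. Over the 6 strains of the LG/J by SM/J cross alone, *Mmp9* had 74.3%, *Bglap1* 71.7% and *Atg7* 69.3%. Without normalization, the highest value was that of *Bcl3*, at 68.4%.

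**Figure D1:**
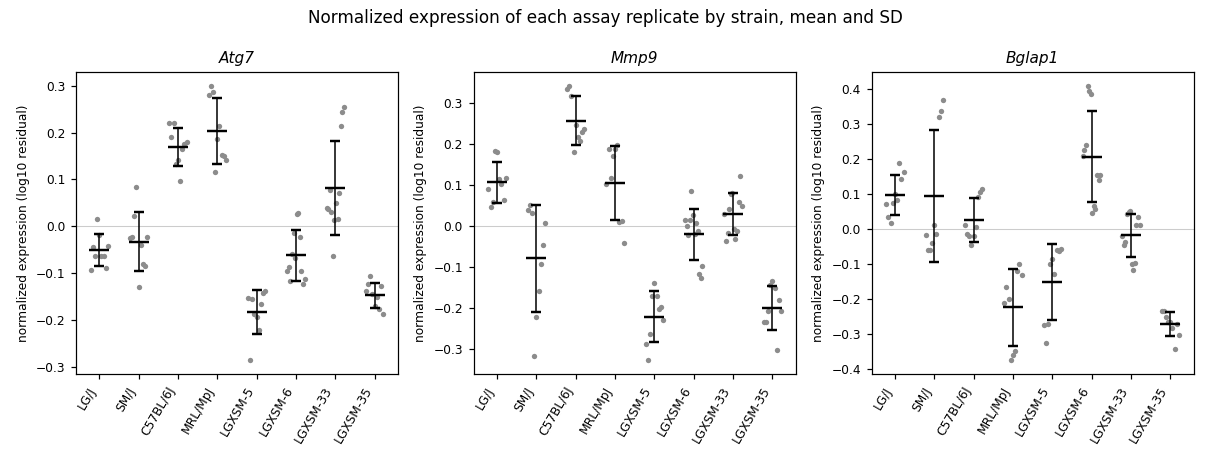
Normalized expression (log10 residual, y axis) of *Atg7*, *Mmp9* and *Bglap1* in the 8 strains (x axis). Gray points are assay replicates, horizontal lines are strain means and bars are SDs. The lowest means lie at −0.182 for *Atg7* and −0.221 for *Mmp9*, both in LGXSM-5, and at −0.272 for *Bglap1* in LGXSM-35.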

The highest heritability was found to be for *Atg7* (82.4%; *P* < 0.001), followed by *Mmp9* (73.3%; *P* < 0.001) and *Bglap1* (63.6%; *P* < 0.001). For miRNAs, the heritability was more than 50%, with miR-17 being the most significantly heritable (H^2^ = 83.9%; *P* < 0.001). Among the rest, miR-224 (H^2^ = 81.8%; *P* < 0.001), miR-146b–5p (H^2^ = 80.4%; *P* < 0.001), miR-27b–3p (H^2^ = 64.0%; *P* = 0.001), miR-675–5p (H^2^ = 62.5%; *P* = 0.001), and miR-140–5p (H^2^ = 60.0%; *P* = 0.002) were also significantly heritable.

**Table 2:** Heritability and correlations of miRNAs with ear and articular cartilage healing phenotypes

miRNA	Heritability						Correlation with Ear Wound		Correlation with Articular Cartilage	
	Vb	Vw	Vt	H^2^	95% C.I. (One-Tailed)	*P*	*r*	*P*	*r*	*P*
miR-17	0.41	0.08	0.49	0.84	0.990	**<0.001**	0.083	0.422	−0.128	0.382
miR-27b-3p	0.49	0.28	0.77	0.64	0.926	**0.001**	0.258	0.276	−0.288	0.253
miR-140-5p	0.62	0.41	1.03	0.6	0.906	**0.002**	0.016	0.485	−0.169	0.347
miR-146b-5p	0.37	0.09	0.45	0.8	0.983	**<0.001**	0.197	0.324	−0.148	0.364
miR-224	0.41	0.09	0.5	0.82	0.986	**<0.001**	−0.013	0.487	−0.147	0.366
miR-675	0.3	0.18	0.48	0.63	0.918	**0.001**	0.601	0.096	−0.580	0.102

miRNA, microRNA; Vb, between-strain variation; Vw, within-strain variation; Vt, total phenotypic variation; H^2^, heritability; C.I., confidence interval. Bold values indicate significance at the 5% level.

### Findings of the association between gene expression signatures and healing scores

Ear wound and cartilage healing scores (Y-axis of respective graphs) were plotted against gene expression levels (X-axis of each graph) (Figure 2) to determine significance of correlation. 

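The ear wound score of a strain was 2 mm minus its mean hole diameter at day 30 in Table S1, leaving out mice with no diameter. It ranged from 0.546 mm in SM/J (SD 0.204, n = 28 mice) to 1.46 mm in LG/J (SD 0.290, n = 14 mice). The cartilage score was the mean over knees of the scores at 16 weeks in Table S2. It ranged from 2.17 in SM/J (SD 0.352, n = 10 knees) to 8.70 in LG/J (SD 5.32, n = 11 knees). Across the 8 strains, the 2 scores were correlated with each other, with r = 0.925 (exact permutation P = 0.000273) and rho = 0.929 (exact permutation P = 0.00223). Without SM/J and C57BL/6J, the strains farthest from the median ear wound score, r was 0.893 (exact permutation P = 0.025). One expression value per strain, the mean over its assay replicates of the normalized value, was set against each score. Pearson's r was tested with a two-sided exact permutation test over all 40320 orders of the 8 strains. This made 134 correlations, 67 for each score, and P values were adjusted by the Benjamini-Hochberg method within each score. For each mRNA named, r was also calculated without the 2 strains farthest from the median of its expression. No plate, date or batch is given for the strains, so no correlation within batches could be calculated.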

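At P under 0.05 by the exact permutation test, 6 of the 67 mRNAs were correlated with the ear wound score: *Axin2*, *Il6*, *Pcna*, *Wnt16* and *Xrcc2* positively and *Map1lc3a* negatively. For the cartilage score there were 7: *Pcna*, *Runx2*, *Ulk1* and *Wnt16* positively and *Cdkn1a*, *Cebpb* and *Lep* negatively. *Pcna* and *Wnt16*, 2 mRNAs, passed for both. After Benjamini-Hochberg adjustment over the 67 mRNAs, 0 passed for either score, and the smallest adjusted P was 0.150 for the ear wound and 0.238 for cartilage. Adjusted over the list alone of 24 mRNAs that the paper names, 0 passed, with smallest values of 0.0536 and 0.0851; this list was chosen by the study on the same samples and is not independent evidence. The sign of r was the same for both scores in 59 of the 67 mRNAs. With the median over assay replicates in place of the mean, 1 mRNA passed for the ear wound and 3 for cartilage. Without normalization, 13 passed for the ear wound, 1 for cartilage and 0 for both. With the ratio to the reference genes, 12 passed for the ear wound and 6 for cartilage. The number passing for both was 6 with the ratio to the reference genes and 4 with recomputed residuals, with Spearman's rho, with closed holes counted as a diameter of 0 or with the scores at 12 and 16 weeks. Among alternatives chosen after seeing the data, it was 6 with the authors' fold changes and 4 with Signal 9 of LGXSM-35 realigned. From correlations shared by the 2 tissues, the paper proposes that these genes take part in healing.

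**Figure D2:**
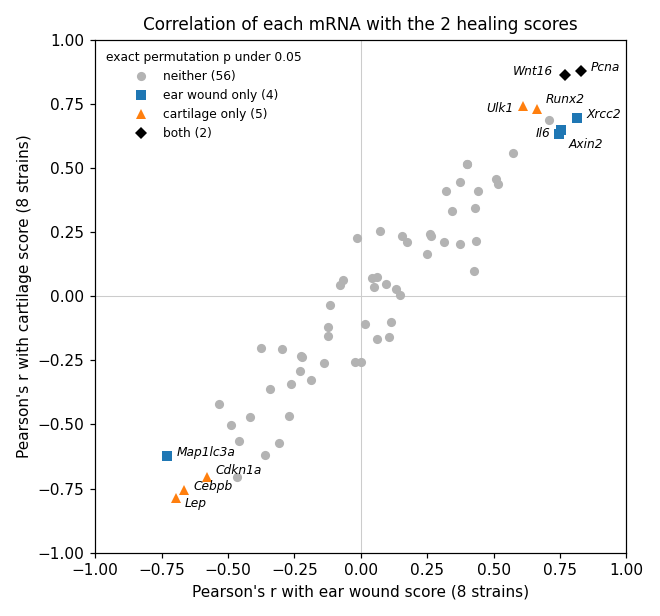
Pearson's r with the ear wound score (x axis) and with the cartilage score (y axis) across the 8 strains for the 67 mRNAs, 1 point each. Symbols mark the mRNAs with an exact permutation P under 0.05 for the ear wound, for cartilage, for both or for neither; the 59 mRNAs with the same sign lie in the upper right and lower left parts.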

Six gene expression traits were significantly correlated with both ear wound and articular cartilage phenotypes, indicating that regulation of these genes plausibly orchestrates tissue healing. 

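For the ear wound score, *Pcna* had r = 0.830 (exact permutation P = 0.00670, adjusted P = 0.150) and rho = 0.833 (exact permutation P = 0.0154). Without LG/J and C57BL/6J, its r was 0.674 (exact permutation P = 0.113); with 6 strains, small P values are harder to reach. *Xrcc2* had r = 0.814 (exact permutation P = 0.00627, adjusted P = 0.150) and rho = 0.833 (exact permutation P = 0.0154), and r was 0.819 (exact permutation P = 0.0417) without C57BL/6J and MRL/MpJ. *Axin2* had r = 0.747 (exact permutation P = 0.00335, adjusted P = 0.150) and rho = 0.881 (exact permutation P = 0.00724). Without SM/J and C57BL/6J, r was 0.701 (exact permutation P = 0.115). These 3 mRNAs passed in each of the 8 fits that left out a strain, whereas *Wnt16* passed in 4 of them and *Il6* and *Map1lc3a* in 2.

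*Wnt16* had r = 0.767 and rho = 0.881 (exact permutation P = 0.0287 and 0.00724), *Il6* had r = 0.755 and rho = 0.833 (exact permutation P = 0.0397 and 0.0154), and *Map1lc3a* had r = −0.729 and rho = −0.643 (exact permutation P = 0.0468 and 0.0962). The adjusted P of r was 0.426 for all 3. Without the 2 strains farthest from the median, r was 0.486 for *Wnt16* (without LG/J and SM/J, exact permutation P = 0.315), 0.900 for *Il6* (without SM/J and LGXSM-35, exact permutation P = 0.00278) and −0.532 for *Map1lc3a* (without C57BL/6J and LGXSM-33, exact permutation P = 0.279). The median signal was 16 for *Wnt16* and 9 for *Il6*, both among the 16 mRNAs with the lowest mean signal. As a ratio to the reference genes, r with the ear wound score was −0.0773 for *Axin2*, −0.312 for *Wnt16* and −0.440 for *Il6*. Without normalization, r of *Map1lc3a* was 0.191.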

The genes that were strongly correlated with ear wound healing were *Xrcc2* (*r* = 0.894; *P* = 0.035), *Pcna* (*r* =0.893; *P* = 0.036), *Axin2* (*r* = 0.802; *P* = 0.049), *Wnt16* (*r* = 0.776; *P* = 0.053), *Il6* (*r* = 0.820; *P* = 0.046), and *Map1lc3a* (*r* = −0.770; *P* = 0.054). 

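With the cartilage score, *Pcna* had r = 0.877 (exact permutation P = 0.00672, adjusted P = 0.238) and rho = 0.762 (exact permutation P = 0.0368). *Wnt16* had r = 0.861 (exact permutation P = 0.00709, adjusted P = 0.238) and rho = 0.786 (exact permutation P = 0.0279). Without the 2 strains farthest from the median of expression, r was 0.644 for *Pcna* (exact permutation P = 0.203) and 0.549 for *Wnt16* (exact permutation P = 0.236), and neither passed with these 6 strains. *Lep*, which the paper lists in Table 1 without naming it in the text, had r = −0.788 (exact permutation P = 0.0144, adjusted P = 0.322) and rho = −0.762 (exact permutation P = 0.0368). Its r was −0.716 without LG/J and LGXSM-35 (exact permutation P = 0.0319), and its median signal was 11, among the 16 lowest. It did not pass with the ratio to the reference genes (r = −0.565, exact permutation P = 0.142), the median over assay replicates (r = −0.511, exact permutation P = 0.196), the strains of the cross (r = −0.812, exact permutation P = 0.0806) or the scores at 12 and 16 weeks (r = −0.533, exact permutation P = 0.185). H2 of *Lep* was 6.55% (permutation P = 0.129).

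*Cebpb* had r = −0.755 and rho = −0.476 (exact permutation P = 0.0420 and 0.243), *Ulk1* r = 0.740 and rho = 0.500 (exact permutation P = 0.0328 and 0.216) and *Runx2* r = 0.728 and rho = 0.476 (exact permutation P = 0.0389 and 0.243), each with an adjusted P of 0.390. These 3 correlations rest on the strains farthest from the median, of which LG/J is one: without them r was 0.0484 for *Cebpb*, 0.267 for *Ulk1* and −0.0936 for *Runx2* (exact permutation P = 0.910, 0.611 and 0.860). Without LG/J alone, *Lep* was the 1 mRNA of the 67 that passed. As a ratio to the reference genes, r of *Wnt16* with the cartilage score was −0.134, and without normalization r of *Cebpb* was 0.0930.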

The genes that were most strongly associated with articular cartilage regeneration were *Pcna* (*r* = 0.925; *P* = 0.032), followed by *Wnt16* (*r* = 0.868; *P* = 0.039), *Xrcc2* (*r* = 0.818; *P* = 0.046), *Axin2* (*r* = 0.814; *P* = 0.047), *Cebpb* (*r* = −0.786; *P* = 0.051), and *Ulk*1 (*r* = 0.773; *P* = 0.054). Interestingly, four of these genes were common to both ear wound healing and articular cartilage regeneration (*Xrcc2*, *Pcna*, *Axin2*, and *Wnt16)*. 

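With the cartilage score, *Xrcc2* had r = 0.695 (exact permutation P = 0.0582, adjusted P = 0.390) and rho = 0.714 (exact permutation P = 0.0576). Without C57BL/6J and MRL/MpJ, the strains farthest from its median, r was 0.870 (exact permutation P = 0.0333). *Axin2* had r = 0.632 (exact permutation P = 0.0919, adjusted P = 0.487) and rho = 0.857 (exact permutation P = 0.0107), with r = 0.835 without SM/J and C57BL/6J (exact permutation P = 0.0431). With the mean over the scores at 12 and 16 weeks, r was 0.847 for *Xrcc2* and 0.683 for *Axin2*, and both passed; *Pcna* and *Il6* also passed for both phenotypes under this setting, while *Wnt16* did not.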

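*Il6* had r = 0.649 (exact permutation P = 0.0789, adjusted P = 0.481) and rho = 0.762 (exact permutation P = 0.0368) with the cartilage score, and r = 0.802 without SM/J and LGXSM-35 (exact permutation P = 0.0542). *Map1lc3a* had r = −0.623 (exact permutation P = 0.0948, adjusted P = 0.487) and rho = −0.619 (exact permutation P = 0.115), and r = −0.441 without C57BL/6J and LGXSM-33 (exact permutation P = 0.386). With recomputed residuals *Il6* passed (r = 0.715, exact permutation P = 0.0436), as it did with the scores at 12 and 16 weeks (r = 0.731, exact permutation P = 0.0467). With the ratio r of *Il6* was −0.255, and without normalization r of *Map1lc3a* was 0.0238.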

*Il6* and *Map1lc3a* correlated with ear wound healing and correlated in the same direction with articular cartilage regeneration with borderline significance (*P* = 0.057 and *P* = 0.085, respectively). Likewise, the *Cebpb* and *Ulk1*, which were significantly correlated with articular cartilage regeneration, were also correlated with ear wound healing with borderline significance (*P* = 0.083 and *P* = 0.075, respectively). In addition, there were several other genes that were correlated with both phenotypes at a probability of 10%, including *Adipoq*, *Casp3*, *Mmp13*, *Runx2*, *Csnk2a1*, *Cxcl12*, *Fancc*, *Fzd2*, and *Sox5*. 

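With the ear wound score, *Cebpb* had r = −0.666 (exact permutation P = 0.0528, adjusted P = 0.426) and rho = −0.643 (exact permutation P = 0.0962). Without LG/J and C57BL/6J its r was −0.0825 (exact permutation P = 0.890), and without normalization it was 0.305. It passed with recomputed residuals (r = −0.683, exact permutation P = 0.0383), the ratio (r = −0.715, exact permutation P = 0.0391) and closed holes (r = −0.702, exact permutation P = 0.0334). *Ulk1* had r = 0.609 (exact permutation P = 0.110, adjusted P = 0.670) and rho = 0.595 (exact permutation P = 0.132), with r = 0.358 without LG/J and LGXSM-35 (exact permutation P = 0.482), and passed without normalization (r = 0.777, exact permutation P = 0.0188).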

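*Runx2* had r = 0.663 and rho = 0.571 with the ear wound score (exact permutation P = 0.0757 and 0.151). *Adipoq* had r = −0.465 and −0.705 with the ear wound and cartilage scores (exact permutation P = 0.248 and 0.0503), and rho = −0.476 and −0.405 (exact permutation P = 0.243 and 0.327). Without the 2 strains farthest from the median, r with the ear wound score was 0.136 for *Runx2*, −0.147 for *Adipoq* and 0.920 for *Sox5* (exact permutation P = 0.821, 0.775 and 0.0194), and r of *Sox5* with the cartilage score was 0.868 (exact permutation P = 0.00556). For *Csnk2a1*, *Cxcl12*, *Fancc*, *Fzd2*, *Mmp13* and *Sox5*, r with the ear wound score lay between −0.533 (*Csnk2a1*) and 0.572 (*Mmp13*), with exact permutation P from 0.147 to 0.291, and r with the cartilage score between −0.420 (*Csnk2a1*) and 0.559 (*Mmp13*), with exact permutation P from 0.147 to 0.407. In each of the mRNAs named here, r and rho had the same sign for both scores, and adjusted P values ranged from 0.390 to 0.866. As a ratio to the reference genes, r of *Fancc*, *Fzd2* and *Sox5* was negative for both scores, while *Adipoq* (r = −0.737 and −0.844, exact permutation P = 0.0378 and 0.00913) and *Cxcl12* (r = 0.813 and 0.704, exact permutation P = 0.0165 and 0.0468) passed for both. Without normalization, r of *Csnk2a1* was positive for both, and *Cxcl12*, *Mmp13* and *Runx2* passed for the ear wound. With closed holes, *Runx2* also passed for it. The median signal of *Fzd2* was 5, among the 16 lowest.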

The association of gene expression with each phenotype and levels of significance are presented in Table 1. None of the miRNAs was significantly associated with healing (Table 2).

**Figure 2:**
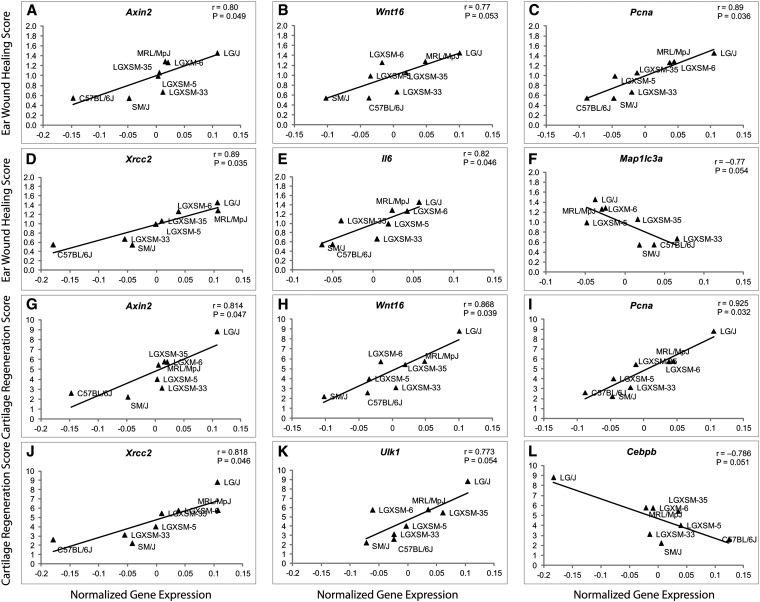
Genes significantly correlated with ear and articular cartilage healing phenotypes. Knee joint tissues from FFPE sections were macrodissected and tissue homogenates were prepared. The gene expression levels were quantified through QuantiGene Plex assay and were correlated with ear and articular cartilage healing scores. Five genes, namely *Axin2*, *Wnt16*, *Pcna*, *Xrcc2*, and *Il6*, were found to be significantly positively correlated with ear wound healing, whereas *Map1lc3a* was significantly negatively correlated with ear wound healing (A–F). Similarly, five genes, namely *Axin2*, *Wnt16*, *Pcna*, *Xrcc2*, and *Ulk1*, were found to be significantly positively correlated, whereas *Cebpb* was significantly negatively correlated with articular cartilage healing (G–L). *r* = Pearson correlation coefficient.

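Over assay replicates, H2 was 53.6% (jackknife SE 24.8) for *Xrcc2* and 38.5% (SE 18.6) for *Ulk1*, both with a permutation P of 1e-05. It was 34.1% (SE 22.3) for *Pcna* (permutation P = 3e-05), 32.3% (SE 30.8) for *Axin2* (permutation P = 6e-05), 29.6% (SE 14.0) for *Map1lc3a* (permutation P = 0.0001) and 25.8% (SE 23.8) for *Cebpb* (permutation P = 0.00055). *Il6* had 12.1% (SE 9.31, permutation P = 0.0355) and *Wnt16* 6.08% (SE 7.70, permutation P = 0.147). These P values count repeated measures of a mouse as independent. Leaving out C57BL/6J lowered H2 of *Axin2* to 1.82%, and leaving out LG/J lowered that of *Cebpb* to 6.38% and that of *Wnt16* to −0.769%. The lowest H2 without a strain was 16.4% for *Pcna* and 25.4% for *Ulk1* (both without LG/J) and 30.7% for *Xrcc2* (without C57BL/6J). It was 18.6% for *Map1lc3a* (without LGXSM-33) and 8.58% for *Il6* (without SM/J). *Pcna*, *Ulk1*, *Xrcc2* and *Map1lc3a* passed in each of the 8 fits, and *Il6* in 4 of them.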

Notably, of the majority of genes most strongly correlated with both phenotypes, the heritability estimates are nonsignificant (Table 1). However, given the relatively small number of strains assessed, the standard error for an estimate of 0% heritability approaches 30%, so that heritability estimates must be greater than 50% to be significant.

### Findings of the inter-relation of strains based on gene expression signatures

The most interesting finding from the cluster analysis was the classification of strains into two distinct clusters largely (but not exclusively) corresponding to their healing ability (Rai *et al.* 2012) with 100% bootstrap support (1000 iterations) (Figure 3). 

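Strain means over assay replicates were expressed as log2 fold changes against C57BL/6J for the 67 mRNAs and joined by Ward's minimum variance method. Divided into 2 clusters, LGXSM-5 and LGXSM-35 formed one and the other 6 strains the other. This placed 6 of the 8 strains as in Figure 3. The 2 clusters were matched to those of Figure 3 in the way that gave most agreement, so this number cannot fall under 4. Of 1000 bootstrap resamples of the mRNAs, 34.3% gave these 2 clusters and 25.7% gave those of Figure 3. With the ratio to the reference genes, 4 of the 8 strains were placed as in Figure 3. The authors' own fold changes, on their deposited scale, placed 8 of 8 as in Figure 3, and 53.2% of the resamples gave those clusters. From its clusters, the paper concludes that expression levels are associated with healing potential.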

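LGXSM-5 and LGXSM-35 were joined at a Ward distance of 2.28 and stayed apart from all other strains up to the last step, at 4.98. SM/J and C57BL/6J were joined at 2.47. MRL/MpJ was added to this pair at 3.13 and LG/J at 3.45, and the pair of LGXSM-6 and LGXSM-33 at 4.17. Average linkage in place of Ward's method placed LG/J, MRL/MpJ, LGXSM-6 and LGXSM-33 together, with 8 of 8 strains as in Figure 3.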

One cluster represented nonhealers and moderate healers, including SM/J, C57BL/6J, LGXSM-5, and LGXSM-35, whereas the other cluster represented predominately classical healers LG/J, LGXSM-6, and MRL/MpJ. Surprisingly, strain LGXSM-33, a poor healer, was clustered with MRL/MpJ, a super-healer.

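The strain nearest to MRL/MpJ in log2 fold changes was LGXSM-33, at a Euclidean distance of 2.52, against 2.82 for C57BL/6J. The strain nearest to LGXSM-33 was LGXSM-6, at 2.28. In 73.8% of the bootstrap resamples, LGXSM-33 and MRL/MpJ lay in the same cluster.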

**Figure 3:**
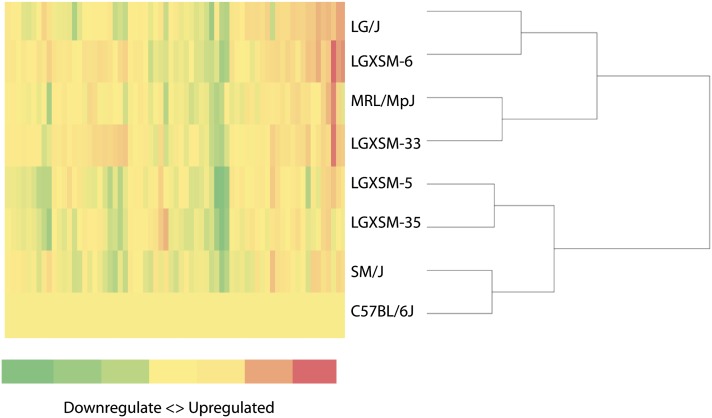
Cluster analysis of normalized gene expression levels. Knee joint tissues from FFPE sections were macrodissected and tissue homogenates were prepared to quantify candidate genes through QuantiGene Plex assay. The gene expression levels were used to calculate fold difference among strains compared to C57BL/6J (a nonhealer control strain) as shown in a seven-tiered categorical scale. Hierarchical clustering analysis was performed using Ward minimum variance method to produce a dendrogram. As shown here, the healer strains (except for LGXSM-33) clustered together exclusive of other nonhealers and intermediate healers, indicating an association between gene expression levels and healing potential.

### Findings of the SNPs analysis

We assessed composition and distribution of SNPs in the genes showing correlation at a significant (*P* < 0.05) or marginally significant (*P* < 0.1) level (Table 3). We found a few SNPs occupying evolutionary conserved positions between alleles of LG/J and SM/J parental lines as discussed.

**Table 3:** SNPs in genes correlated with ear and articular cartilage healing phenotypes

Gene Symbol	Chromosome	Genotype				Total SNPs	Highly Conserved Site	Total Noncoding	Highly Conserved Site	Noncoding DNA										Coding DNA							
		LGXSM-6	LGXSM-35	LGXSM-5	LGXSM-33					Upstream 2500 bp	Highly Conserved Site	5′ UTR	Highly Conserved Site	Intronic SNPs	Highly Conserved Site	3′ UTR	Highly Conserved Site	Downstream 2500 bp	Highly Conserved Site	Exonic SNPs	Highly Conserved Site	Synonymous	Nonsynonymous	Significance*^a^*	Position	Exon	Substitution
*Axin2*	11	SS	SS	LL	SS	37	4	32	1	1	0	0	0	30	1	1	0	0	0	5	3	3	2	Np; PolyPhen-2	108,805,010; 108,803,724	5; 7	Arg:648:Cys; Tyr:474:His
*Wnt16*	6	LL	LL	?*^b^*	SS	81	5	79	5	5	0	3	1	47	3	3	0	21	1	2	0	2	0	Np	—	—	—
*Pcna*	2	LL	SS	?	SS	6	1	5	0	2	0	0	0	1	0	0	0	2	0	1	1	1	0	Np	—	—	—
*Xrcc2*	5	LL	LL	LL	SS	100	4	98	2	30	0	0	0	59	2	2	0	7	0	2	2	1	1	Np	25,204,113	2	Gly:26:Ala
*Il6*	5	LL	LL	LL	SS	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	—	—	—	—
*Cebpb*	2	?	LL	LL	SS	0	0	0	0	0	0	0	0	—*^c^*	—	0	0	0	0	0	0	0	0	—	—	—	—
*Map1lc3a*	2	LL	LL	LL	?	32	1	32	1	16	0	0	0	2	0	0	0	14	1	0	0	0	0	—	—	—	—
*Ulk1*	5	LL	SS	SS	LL	4	0	3	0	2	0	0	0	1	0	0	0	0	0	1	0	1	0	Np	—	—	—
*Adipoq*	16	LL	SS	LL	?	23	0	23	0	4	0	0	0	12	0	2	0	5	0	0	0	0	0	—	—	—	—
*Casp3*	8	LL	?	LL	LL	59	0	59	0	0	0	0	0	58	0	1	0	0	0	0	0	0	0	—	—	—	—
*Csnk2a1*	2	LL	?	LL	SS	1	0	1	0	0	0	0	0	1	0	0	0	0	0	0	0	0	0	—	—	—	—
*Cxcl12*	6	LL	SS	LL	SS	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	—	—	—	—
*Fancc*	13	SS	LL	LL	LS	23	0	23	0	1	0	0	0	22	0	0	0	0	0	0	0	0	0	—	—	—	—
*Fzd2*	11	SS	LL	?	SS	13	2	13	2	5	1	1	1	–*^c^*	—	1	0	6	0	0	0	0	0	—	—	—	—
*Mmp13*	9	LL	SS	LL	LL	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	—	—	—	—
*Runx2*	17	SS	LL	SS	LL	578	15	578	15	0	0	0	0	578	15	0	0	0	0	0	0	0	0	—	—	—	—
*Sox5*	6	LL	LL	SS	LL	3,226	115	3,221	111	10	3	1	0	3,175	104	21	4	14	0	5	4	5	0	Np	143,783,835	14	—

Np, no prediction.

a Predicted significance rated by PolyPhen-2, SIFT, and LRT.

b Genotype unassignable.

c Single exon.

## Discussion

This study combines molecular, biological, and genetic approaches to gain insight into genes and physiological pathways involved in the tissue healing, including knee cartilage. The most intriguing finding is that four genes were significantly correlated to both ear wound and articular cartilage healing. These genes represented two important functional classifications: DNA repair (*Pcna*, *Xrcc2*) and Wnt signaling (*Wnt16*, *Axin2*).

The genes involved in DNA repair serve a key function during G2 phase of the cell cycle, including that of chondrocytes (Kim *et al.* 2010). Both *Pcna* and *Xrcc2* play key roles in maintaining chromosome stability, homologous recombination, and cell proliferation at wound sites (Matullo *et al.* 2005). Both *Pcna* and *Xrcc2* have also been implicated in DNA repair deficits in certain cancers (Matullo *et al.* 2005; Moreno *et al.* 2006; Zienolddiny *et al.* 2006). It is plausible that higher expression of these genes in healing strains indicates expedited proliferation of cells (Tchetina 2011), implicating an elevated repair response. Comparing sequence differences between LG/J and SM/J alleles, we noted that *Xrcc2* contains a nonsynonymous change in exon 2 Gly:26:Ala at a highly conserved position, implicating this particular SNP as a functional variant relevant to healing in the LGXSM intercross. In contrast, *Pcna* harbors six SNPs, with only one exonic SNP sitting in a highly conserved site where it produces a synonymous amino acid substitution. Identification of likely functional SNP candidates within *Pcna* will require additional criteria beyond that used here.

The other genes significantly correlated with both phenotypes represented the Wnt signaling pathway. Canonical Wnt signaling is important for embryogenesis, bone metabolism (Baron and Rawadi 2007), and tissue regeneration (Stoick-Cooper *et al.* 2007). Wnt/β-catenin signaling regulates progenitor cell fate and proliferation through embryonic development and stem cell functions (Logan and Nusse 2004). An upregulation of *Wnt16* has been observed in osteoarthritis (Dell’accio *et al.* 2008; Velasco *et al.* 2010) and injured cartilage (Dell’accio *et al.* 2008). *Axin2*, a known inhibitor of the Wnt signaling pathway (Yu *et al.* 2005), suppresses β-catenin and bone remodeling. Knockout of *Axin2* has been shown to result in an age-dependent high bone mass phenotype (Yan *et al.* 2009). In addition, *Axin2* is expressed in developing cartilage and plays an important role in regulating chondrocyte maturation and axial skeletal development (Dao *et al.* 2010). Upregulation of *Axin2* in healers in our study may indicate a differential response of progenitor cells in the bone marrow toward the regenerative process. SNP analysis revealed a SNP occupying a highly conserved position immediately downstream of the *Wnt16* 3′ UTR, and the 5′ UTR contains one highly conserved SNP. Two nonconserved exonic SNPs yield synonymous substitutions in the resulting proteins. The two *Axin2* alleles carried in our RI lines contain 37 SNPs. Out of 30 intronic SNPs, one is highly conserved; however, out of five exonic SNPs, three are highly conserved. A nonsynonymous exonic SNP sits in exon 7 (Arg:648:Cys) and occupies a poorly conserved site. One other exonic SNP produces a nonsynonymous substitution in exon 5 (Tyr:474:His), which is predicted as potentially damaging by the PolyPhen-2 algorithm.

Additionally, we identified four genes correlating with both healing phenotypes, albeit strongly with one yet weakly with the other (Figure 2, Table 1). Expression of *Ulk1* and *Cebpb* correlated significantly positively with cartilage healing, but at a marginal level of significance with ear wound healing. *Il6* and *Map1lc3a* were significantly correlated with ear wound healing in both directions, respectively, yet marginally so with cartilage healing in the positive direction. *Ulk1* is an important regulator of autophagy (Chan *et al.* 2007) and plays a critical role in the autophagic clearance of mitochondria and ribosomes during reticulocyte maturation (Kundu *et al.* 2008). Another important marker and effector of autophagy is *Map1lc3a* (Choi *et al.* 2012). Autophagy genes are repressed in cartilage after aging, injury, osteoarthritis, or mechanical loading (Carames *et al.* 2010, 2012). The upregulation of autophagy genes, especially *Ulk1*, might be associated with increased cell turnover in cartilage and protection from osteoarthritis.

*Il6* is an important player in the development of chronic joint inflammation and is thought to be involved in osteoarthritis-associated joint inflammation (Ohshima *et al.* 1998; de Hooge *et al.* 2000). It has been reported that *Il6* expression can be regulated by *Cebpb* (Natsuka *et al.* 1992). Our laboratory has previously shown that *Cebpb* is associated with cytokine-induced downregulation of extracellular matrix genes in chondrocytes and the repression of cartilage gene expression in noncartilaginous tissues (Okazaki *et al.* 2002, 2006), and is associated with upregulation of chemokines (Zhang *et al.* 2010) and MMP-13 (Okazaki *et al.* 2002). These results indicate a more plausible positive role of *Il6* in wound healing than in cartilage regeneration. Conversely, the role of *Cebpb* appears to be more specific in cartilage repair and osteoarthritis. LG/J and SM/J alleles for both *Il6* and *Cebpb* are identical in their sequences, implying that variations beyond the immediate vicinity, including possible *trans*-polymorphisms, are actually responsible for their variation in expression level among strains. In our RI panel, *Ulk1* harbors four nonconserved SNPs: one synonymous exonic; one intronic; and two within the first 2500 base pairs upstream of the 5′ UTR. *Map1lc3a* harbors 32 SNPs, most of which occur upstream (16 SNPs) and downstream (14 SNPs) of its 5′ UTR and 3′ UTR, respectively. One of the 14 SNPs located downstream of the 3′ UTR is highly conserved. *Map1lc3a* has a single nonconserved intronic SNP but none in exonic regions.

Another nine genes were correlated with both phenotypes at marginal significance (Table 3). Of particular note, *Sox5* harbors an abundance of 3226 SNPs, 115 of which sit in highly conserved sites. The majority of SNPs are intronic. We observed no SNPs between LG/J and SM/J alleles for four genes among those correlating at least marginally with both wound healing phenotypes (*Il6*, *Cebpb*, *Cxcl12*, and *Mmp13*). Strain expression differences with respect to such genes must be attributable to genetic variations outside of the gene proper or *trans*-polymorphism in other genes influencing its expression level, function, or both. Another gene of interest was *p21* (aka *Cdkn1a*), since it has been found that the downregulation of *p21* plays a most striking role in repair as its deletion alone confers regenerative ability (Bedelbaeva *et al.* 2010). 

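*Cdkn1a* had r = −0.580 with the ear wound score (exact permutation P = 0.132, adjusted P = 0.739) and rho = −0.500 (exact permutation P = 0.216). With the cartilage score it had r = −0.705 (exact permutation P = 0.0451, adjusted P = 0.390) and rho = −0.524 (exact permutation P = 0.197). Without LG/J and LGXSM-33, the strains farthest from its median, r was −0.157 and −0.183 (exact permutation P = 0.771 and 0.675), so both rest on those strains. Of the 8 fits that left out a strain, 2 kept an exact permutation P under 0.05 for cartilage. With strain values from the authors' fold changes, an alternative chosen after seeing the data, r with the cartilage score was −0.182 (exact permutation P = 0.671). With the ratio to the reference genes, r with the ear wound score was −0.786 (exact permutation P = 0.0197) and that with the cartilage score −0.612 (exact permutation P = 0.106). Without normalization r was 0.330 for the ear wound and 0.0818 for cartilage. H2 of *Cdkn1a* was −1.35% (permutation P = 0.537).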

In our panel of genes, the expression of *p21* was found to be negatively correlated with both ear wound and articular cartilage repair phenotypes, although it did not reach a statistically significant level. Our findings of its negative correlation with regenerative phenotype and a nonsignificant trend in its expression are in line with the findings of Bedelbaeva. However, there could be two main reasons why our study did not detect a significant relationship between the expression of *p21* and healing potential. First, the activity of *p21* relevant to healing might occur specifically in one of the several tissue types in the knee joint. Because we assayed expression levels from the total knee joint, any tissue-specific effect of *p21* that might have been working toward regeneration could have been diluted out, making it more difficult to detect a statistically significant relationship between overall *p21* expression in the knee joint and healing potential. Second, and more importantly, there is very little genotypic variation in our samples. Although LG/J and SM/J alleles do vary at 54 bases within the *p21* sequence, all the RI lines used in our study are homozygous for the same SM/J allele, except for LGXSM-5, which is heterozygous with one LG/J and one SM/J *p21* allele. Potential functional variation in *p21* is poorly represented in our study, therefore masking its detectable effect on healing.

Another important finding was that the strains can be classified into two main clusters that largely (but not exclusively) correspond to their healing ability (Rai *et al.* 2012). The three top healer strains (except for LGXSM-33) clustered together exclusive of other nonhealers and intermediate healers. This clustering was based on the gene expression variations among RI lines, the basis of which might arise because of functional differences between alleles arising from sequence variations, genetic background, or both.

We have shown that healing responses in both LGXSM-33 and LGXSM-6 closely parallel one another subsequent to injury, but with LGXSM-33 failing to keep pace and halting its progression in the final weeks of healing, during which LGXSM-6 completely regenerates its articular cartilage (Rai *et al.* 2012). Perhaps LGXSM-33 exhibits an expression profile that is quantitatively similar to that of healers, yet it fails to surpass a minimum threshold toward a state attributed with a healing ability.

Our analysis of the broad-sense heritabilities showed that the expressions of one-third of the genes plus all six of the miRNAs were significantly heritable. These results indicate that the gene expression differences observed across the strains are attributable to their genetic differences and are not attributable to environmental, nongenetic factors.

Based on the available genetic map for the LGXSM RI panel (Hrbek *et al.* 2006), we assigned the genotypes for each RI line for each gene correlating (at least marginally) with one or both healing phenotypes. Among the RI lines examined, LGXSM-6 heals the best and LGXSM-33 heals the worst, whereas the other two, LGXSM-5 and LGXSM-35, are intermediate healers. Across genes correlating with healing, we note that LGXSM-6 carries the LG/J allele most often among RI lines. Similarly, the nonhealing LGXSM-33 carries the SM/J allele more often. We surmise that healing ability as a function of the expression of these genes at ear and knee wound sites is conferred mostly by the LG/J allele relative to the SM/J allele.

A limiting aspect of this study was that the tissue lysates for gene expression analyses were prepared from the multiple joint tissues (including cartilage, subchondral bone, meniscus, synovium, joint capsule, and growth plate) instead of just from the articular cartilage. From the tiny mouse knee sections, it was not possible to restrict the analysis only to articular cartilage. Laser capture microdissection (LCM) would have been an alternative strategy, but because we did not have the sections on the LCM-compatible slides, we used whole knee joint tissues, as has been suggested previously (Loeser *et al.* 2012). Although this approach appears to be less sensitive in detecting genes that were differentially regulated exclusively in articular cartilage, and although it might limit the ability to determine which particular tissue contributed to expression of a specific gene, it has the advantage of allowing discovery of genes that are more globally involved in the regenerative process in the knee joint. Another potential limitation of this study is the number of mice (*i.e.*, three to four for each strain) analyzed for gene expression. Because the sample size was not large, we computed the repeatability of the assays. Repeatability is the variance between individuals as a proportion of the variance within individuals (between replicates) plus the variance between individuals. Our repeatability analysis compared the differences among individuals across the whole sample relative to the differences between repeat measures for single individuals (Falconer and Mackay 1996). A higher repeatability value (0.8–0.9) adds confidence to the data for each replicate. 

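Because the files do not identify the mouse behind each signal, repeatability could not be calculated between mice. The intraclass correlation of the normalized values between strains, over assay replicates, had a median of 0.296 over the 67 mRNAs and ranged from −0.0526 to 0.832. It was 0.8 or more in 2 mRNAs and under 0.2 in 22. It differs from a repeatability between mice because differences among the mice of a strain count in it as error.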

Here, we achieved high repeatability values, even to the extent that a single measure would suffice instead of three replicates. 

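For the mRNA with the median intraclass correlation between strains, averaging 3 assay replicates would raise it to 0.558 by the Spearman-Brown formula. For the median mRNA among the 16 with the lowest signal, the same step leads from 0.115 to 0.280. The formula takes the replicates of a strain as independent. Signals with neighbouring numbers were more alike than others, so 3 neighbouring replicates need not give these values.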

Although a few genes had low repeatability values, repeating these measures three times did not provide much improvement (only from 0.63 to 0.73). It is quite possible that these genes were not really expressed at a high enough level to detect differences. Thus, high repeatability of the assay covers the limitation of a low number of mice.

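Across the 67 mRNAs, which are not independent replicates, the intraclass correlation between strains rose with the mean signal (rho = 0.477, P = 0.0001 from a permutation test, the smallest that its 10000 resamples can give). The 51 mRNAs other than the 16 with the lowest signal had a median of 0.341. The highest value among those 16 was 0.556, for *Ihh*.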

These findings bear great significance for osteoarthritis research. Previously, we have shown that LGXSM-6 (healer) is protected from developing posttraumatic osteoarthritis, whereas the nonhealer (LGXSM-33) strain is susceptible to posttraumatic osteoarthritis (Hashimoto *et al.* 2012). Given the inverse relationship between cartilage healing and osteoarthritis, albeit in a limited set of mouse strains, we suggest that these genes may also be involved in protection from cartilage degeneration as it occurs in osteoarthritis.

In summary, our study has shown that a subset of genes is common to both ear wound and cartilage healing, clustering the variation in gene expression levels classify groups of strains corresponding to healing potential, and the basis of gene expression differences appears to have some genetic component. Given the evidence for common modes of healing in different tissue types, continued genetic and molecular dissection of components of healing will further uncover the mechanism(s) of tissue regeneration.

## Supplementary Material

Supporting Information

## References

[bib1] Adzhubei, I., D. M. Jordan, and S. R. Sunyaev, 2013 Predicting functional effect of human missense mutations using PolyPhen-2. Curr. Protoc. Hum. Genet. Chapter 7: Unit7.20.10.1002/0471142905.hg0720s76PMC448063023315928

[bib2] AdzhubeiI. A.SchmidtS.PeshkinL.RamenskyV. E.GerasimovaA., 2010 A method and server for predicting damaging missense mutations. Nat. Methods 7: 248–2492035451210.1038/nmeth0410-248PMC2855889

[bib3] BaronR.RawadiG., 2007 Targeting the Wnt/beta-catenin pathway to regulate bone formation in the adult skeleton. Endocrinology 148: 2635–26431739569810.1210/en.2007-0270

[bib4] BedelbaevaK.SnyderA.GourevitchD.ClarkL.ZhangX. M., 2010 Lack of p21 expression links cell cycle control and appendage regeneration in mice. Proc. Natl. Acad. Sci. USA 107: 5845–58502023144010.1073/pnas.1000830107PMC2851923

[bib5] BelyA. E., 2010 Evolutionary loss of animal regeneration: pattern and process. Integr. Comp. Biol. 50: 515–5272155822010.1093/icb/icq118

[bib6] BlankenhornE. P.BryanG.KossenkovA. V.ClarkL. D.ZhangX. M., 2009 Genetic loci that regulate healing and regeneration in LG/J and SM/J mice. Mamm. Genome 20: 720–7331976032310.1007/s00335-009-9216-3PMC3652381

[bib7] BrestersD.SchipperM. E.ReesinkH. W.Boeser-NunninkB. D.CuypersH. T., 1994 The duration of fixation influences the yield of HCV cDNA-PCR products from formalin-fixed, paraffin-embedded liver tissue. J. Virol. Methods 48: 267–272798944310.1016/0166-0934(94)90125-2

[bib8] CaramesB.HasegawaA.TaniguchiN.MiyakiS.BlancoF. J., 2012 Autophagy activation by rapamycin reduces severity of experimental osteoarthritis. Ann. Rheum. Dis. 71: 575–5812208439410.1136/annrheumdis-2011-200557PMC3294168

[bib9] CaramesB.TaniguchiN.OtsukiS.BlancoF. J.LotzM., 2010 Autophagy is a protective mechanism in normal cartilage, and its aging-related loss is linked with cell death and osteoarthritis. Arthritis Rheum. 62: 791–8012018712810.1002/art.27305PMC2838960

[bib10] CarlsonB. M., 2005 Some principles of regeneration in mammalian systems. Anat. Rec. B New Anat. 287: 4–131630885910.1002/ar.b.20079

[bib11] ChanE. Y.KirS.ToozeS. A., 2007 siRNA screening of the kinome identifies ULK1 as a multidomain modulator of autophagy. J. Biol. Chem. 282: 25464–254741759515910.1074/jbc.M703663200

[bib12] ChoiJ.JoM.LeeE.OhY. K.ChoiD., 2012 The role of autophagy in human endometrium. Biol. Reprod. 86: 702208891810.1095/biolreprod.111.096206

[bib13] ChunS.FayJ. C., 2009 Identification of deleterious mutations within three human genomes. Genome Res. 19: 1553–15611960263910.1101/gr.092619.109PMC2752137

[bib14] ClarkL. D.ClarkR. K.Heber-KatzE., 1998 A new murine model for mammalian wound repair and regeneration. Clin. Immunol. Immunopathol. 88: 35–45968354810.1006/clin.1998.4519

[bib15] ColwellA. S.KrummelT. M.KongW.LongakerM. T.LorenzH. P., 2006 Skin wounds in the MRL/MPJ mouse heal with scar. Wound Repair Regen. 14: 81–901647607610.1111/j.1524-475X.2005.00092.x

[bib16] ColwellA. S.LongakerM. T.LorenzH. P., 2005 Mammalian fetal organ regeneration. Adv. Biochem. Eng. Biotechnol. 93: 83–1001579194510.1007/b99972

[bib17] CuervoR.Hernandez-MartinezR.Chimal-MonroyJ.Merchant-LariosH.CovarrubiasL., 2012 Full regeneration of the tribasal Polypterus fin. Proc. Natl. Acad. Sci. USA 109: 3838–38432235512210.1073/pnas.1006619109PMC3309738

[bib18] DaoD. Y.YangX.FlickL. M.ChenD.HiltonM. J., 2010 Axin2 regulates chondrocyte maturation and axial skeletal development. J. Orthop. Res. 28: 89–951962361610.1002/jor.20954PMC2853598

[bib19] de HoogeA. S.van De LooF. A.ArntzO. J.van Den BergW. B., 2000 Involvement of IL-6, apart from its role in immunity, in mediating a chronic response during experimental arthritis. Am. J. Pathol. 157: 2081–20911110658010.1016/S0002-9440(10)64846-8PMC1885768

[bib20] Dell’accioF.De BariC.EltawilN. M.VanhummelenP.PitzalisC., 2008 Identification of the molecular response of articular cartilage to injury, by microarray screening: Wnt-16 expression and signaling after injury and in osteoarthritis. Arthritis Rheum. 58: 1410–14211843886110.1002/art.23444

[bib21] FalconerD. S.MackayT. F. C., 1996 Introduction to Quantitative Genetics, Ed. 4 Longmans Green, Harlow, Essex, UK

[bib22] FiniM. E., 1999 Keratocyte and fibroblast phenotypes in the repairing cornea. Prog. Retin. Eye Res. 18: 529–5511021748210.1016/s1350-9462(98)00033-0

[bib23] FinkeJ.FritzenR.TernesP.LangeW.DolkenG., 1993 An improved strategy and a useful housekeeping gene for RNA analysis from formalin-fixed, paraffin-embedded tissues by PCR. Biotechniques 14: 448–4537681300

[bib24] FitzgeraldJ.RichC.BurkhardtD.AllenJ.HerzkaA. S., 2008 Evidence for articular cartilage regeneration in MRL/MpJ mice. Osteoarthritis Cartilage 16: 1319–13261845544710.1016/j.joca.2008.03.014

[bib25] GiererA.BerkingS.BodeH.DavidC. N.FlickK., 1972 Regeneration of hydra from reaggregated cells. Nat. New Biol. 239: 98–101450752210.1038/newbio239098a0

[bib26] GurtnerG. C.WernerS.BarrandonY.LongakerM. T., 2008 Wound repair and regeneration. Nature 453: 314–3211848081210.1038/nature07039

[bib27] HartyM.NeffA. W.KingM. W.MescherA. L., 2003 Regeneration or scarring: an immunologic perspective. Dev. Dyn. 226: 268–2791255720510.1002/dvdy.10239

[bib28] HashimotoS.RaiM. F.JaniszakK. L.CheverudJ. M.SandellL. J., 2012 Cartilage and bone changes during development of post-traumatic osteoarthritis in selected LGXSM recombinant inbred mice. Osteoarthritis Cartilage 20: 562–5712236123710.1016/j.joca.2012.01.022PMC3353722

[bib29] Heber-KatzE., 1999 The regenerating mouse ear. Semin. Cell Dev. Biol. 10: 415–4191049709810.1006/scdb.1999.0328

[bib30] HeydemannA.SwaggartK. A.KimG. H.Holley-CuthrellJ.HadhazyM., 2012 The superhealing MRL background improves muscular dystrophy. Skelet Muscle 2: 262321683310.1186/2044-5040-2-26PMC3534636

[bib31] HrbekT.de BritoR. A.WangB.PletscherL. S.CheverudJ. M., 2006 Genetic characterization of a new set of recombinant inbred lines (LGXSM) formed from the inter-cross of SM/J and LG/J inbred mouse strains. Mamm. Genome 17: 417–4291668853210.1007/s00335-005-0038-7

[bib32] KenchJ. A.RussellD. M.FadokV. A.YoungS. K.WorthenG. S., 1999 Aberrant wound healing and TGF-beta production in the autoimmune-prone MRL/+ mouse. Clin. Immunol. 92: 300–3101047953510.1006/clim.1999.4754

[bib33] KierdorfU.KierdorfH., 2011 Deer antlers—a model of mammalian appendage regeneration: an extensive review. Gerontology 57: 53–652033260010.1159/000300565

[bib34] KimJ.XuM.XoR.MatesA.WilsonG. L., 2010 Mitochondrial DNA damage is involved in apoptosis caused by pro-inflammatory cytokines in human OA chondrocytes. Osteoarthritis Cartilage 18: 424–4321982223510.1016/j.joca.2009.09.008

[bib35] KnudsenB. S.AllenA. N.McLerranD. F.VessellaR. L.KarademosJ., 2008 Evaluation of the branched-chain DNA assay for measurement of RNA in formalin-fixed tissues. J. Mol. Diagn. 10: 169–1761827677310.2353/jmoldx.2008.070127PMC2259472

[bib36] KumarP.HenikoffS.NgP. C., 2009 Predicting the effects of coding non-synonymous variants on protein function using the SIFT algorithm. Nat. Protoc. 4: 1073–10811956159010.1038/nprot.2009.86

[bib37] KunduM.LindstenT.YangC. Y.WuJ.ZhaoF., 2008 Ulk1 plays a critical role in the autophagic clearance of mitochondria and ribosomes during reticulocyte maturation. Blood 112: 1493–15021853990010.1182/blood-2008-02-137398PMC2515143

[bib38] LiX.GuW.MasindeG.Hamilton-UllandM.XuS., 2001 Genetic control of the rate of wound healing in mice. Heredity (Edinb) 86: 668–6741159504710.1046/j.1365-2540.2001.00879.x

[bib39] LoeserR. F.OlexA. L.McNultyM. A.CarlsonC. S.CallahanM. F., 2012 Microarray analysis reveals age-related differences in gene expression during the development of osteoarthritis in mice. Arthritis Rheum. 64: 705–7172197201910.1002/art.33388PMC3269534

[bib40] LoganC. Y.NusseR., 2004 The Wnt signaling pathway in development and disease. Annu. Rev. Cell Dev. Biol. 20: 781–8101547386010.1146/annurev.cellbio.20.010403.113126

[bib41] Macabeo-OngM.GinzingerD. G.DekkerN.McMillanA.RegeziJ. A., 2002 Effect of duration of fixation on quantitative reverse transcription polymerase chain reaction analyses. Mod. Pathol. 15: 979–9871221821610.1097/01.MP.0000026054.62220.FC

[bib42] MasindeG. L.LiR.NguyenB.YuH.SrivastavaA. K., 2006 New quantitative trait loci that regulate wound healing in an intercross progeny from DBA/1J and 129 x 1/SvJ inbred strains of mice. Funct. Integr. Genomics 6: 157–1631620853810.1007/s10142-005-0004-1

[bib43] MasudaN.OhnishiT.KawamotoS.MondenM.OkuboK., 1999 Analysis of chemical modification of RNA from formalin-fixed samples and optimization of molecular biology applications for such samples. Nucleic Acids Res. 27: 4436–44431053615310.1093/nar/27.22.4436PMC148727

[bib44] MatulloG.GuarreraS.SacerdoteC.PolidoroS.DavicoL., 2005 Polymorphisms/haplotypes in DNA repair genes and smoking: a bladder cancer case-control study. Cancer Epidemiol. Biomarkers Prev. 14: 2569–25781628438010.1158/1055-9965.EPI-05-0189

[bib45] McBreartyB. A.ClarkL. D.ZhangX. M.BlankenhornE. P.Heber-KatzE., 1998 Genetic analysis of a mammalian wound-healing trait. Proc. Natl. Acad. Sci. USA 95: 11792–11797975174410.1073/pnas.95.20.11792PMC21719

[bib46] MetcalfeA. D.WillisH.BeareA.FergusonM. W., 2006 Characterizing regeneration in the vertebrate ear. J. Anat. 209: 439–4461700501710.1111/j.1469-7580.2006.00632.xPMC2100363

[bib47] MorenoV.GemignaniF.LandiS.Gioia-PatricolaL.ChabrierA., 2006 Polymorphisms in genes of nucleotide and base excision repair: risk and prognosis of colorectal cancer. Clin. Cancer Res. 12: 2101–21081660902210.1158/1078-0432.CCR-05-1363

[bib48] MurphyE. D.RothsJ. B., 1979 Autoimmunity and lymphoproliferation: Induction by mutant gene lpr and acceleration by a male-associated factor in strain BXSB, pp. 207–220 in Genetic Control of Autoimmune Disease, edited by RoseN. R.BigazziP. E.WarnerN. L. Elsevier, New York

[bib49] NatsukaS.AkiraS.NishioY.HashimotoS.SugitaT., 1992 Macrophage differentiation-specific expression of NF-IL6, a transcription factor for interleukin-6. Blood 79: 460–4661730090

[bib50] OhshimaS.SaekiY.MimaT.SasaiM.NishiokaK., 1998 Interleukin 6 plays a key role in the development of antigen-induced arthritis. Proc. Natl. Acad. Sci. USA 95: 8222–8226965316810.1073/pnas.95.14.8222PMC20957

[bib51] OkazakiK.LiJ.YuH.FukuiN.SandellL. J., 2002 CCAAT/enhancer-binding proteins beta and delta mediate the repression of gene transcription of cartilage-derived retinoic acid-sensitive protein induced by interleukin-1 beta. J. Biol. Chem. 277: 31526–315331207243510.1074/jbc.M202815200

[bib52] OkazakiK.YuH.DaviesS. R.ImamuraT.SandellL. J., 2006 A promoter element of the CD-RAP gene is required for repression of gene expression in non-cartilage tissues in vitro and in vivo. J. Cell. Biochem. 97: 857–8681625000110.1002/jcb.20648

[bib53] ParkY. N.AbeK.LiH.HsuihT.ThungS. N., 1996 Detection of hepatitis C virus RNA using ligation-dependent polymerase chain reaction in formalin-fixed, paraffin-embedded liver tissues. Am. J. Pathol. 149: 1485–14918909238PMC1865282

[bib54] RaiM. F.HashimotoS.JohnsonE. E.JaniszakK. L.FitzgeraldJ., 2012 Heritability of articular cartilage regeneration and its association with ear wound healing in mice. Arthritis Rheum. 64: 2300–23102227523310.1002/art.34396PMC3360138

[bib55] RaiM. F.PatraD.SandellL. J.BrophyR. H., 2013 Transcriptome analysis of injured human meniscus reveals a distinct phenotype of meniscus degeneration with aging. Arthritis Rheum. 65: 2090–21012365810810.1002/art.37984PMC3873730

[bib56] Sanchez AlvaradoA.TsonisP. A., 2006 Bridging the regeneration gap: genetic insights from diverse animal models. Nat. Rev. Genet. 7: 873–8841704768610.1038/nrg1923

[bib57] SeifertA. W.MonaghanJ. R.SmithM. D.PaschB.StierA. C., 2012 The influence of fundamental traits on mechanisms controlling appendage regeneration. Biol. Rev. Camb. Philos. Soc. 87: 330–3452192973910.1111/j.1469-185X.2011.00199.x

[bib58] StocumD. L., 1984 The urodele limb regeneration blastema. Determination and organization of the morphogenetic field. Differentiation 27: 13–28638119810.1111/j.1432-0436.1984.tb01403.x

[bib59] Stoick-CooperC. L.WeidingerG.RiehleK. J.HubbertC.MajorM. B., 2007 Distinct Wnt signaling pathways have opposing roles in appendage regeneration. Development 134: 479–4891718532210.1242/dev.001123

[bib60] TanakaE. M., 2003 Regeneration: if they can do it, why can’t we? Cell 113: 559–5621278749610.1016/s0092-8674(03)00395-7

[bib61] TchetinaE. V., 2011 Developmental mechanisms in articular cartilage degradation in osteoarthritis. Arthritis (Egypt) 2011: 68397010.1155/2011/683970PMC319993322046522

[bib62] ten KoppelP. G.van OschG. J.VerwoerdC. D.Verwoerd-VerhoefH. L., 2001 A new in vivo model for testing cartilage grafts and biomaterials: the ’rabbit pinna punch-hole’ model. Biomaterials 22: 1407–14141133631510.1016/s0142-9612(00)00298-2

[bib63] UrdeaM. S.HornT.FultzT. J.AndersonM.RunningJ. A., 1991 Branched DNA amplification multimers for the sensitive, direct detection of human hepatitis viruses. Nucleic Acids Symp. Ser. 24: 197–2001668687

[bib64] VelascoJ.ZarrabeitiaM. T.PrietoJ. R.Perez-CastrillonJ. L.Perez-AguilarM. D., 2010 Wnt pathway genes in osteoporosis and osteoarthritis: differential expression and genetic association study. Osteoporos. Int. 21: 109–1181937342610.1007/s00198-009-0931-0

[bib65] WardB. D.FurmanB. D.HuebnerJ. L.KrausV. B.GuilakF., 2008 Absence of posttraumatic arthritis following intraarticular fracture in the MRL/MpJ mouse. Arthritis Rheum. 58: 744–7531831180810.1002/art.23288

[bib66] YanY.TangD.ChenM.HuangJ.XieR., 2009 Axin2 controls bone remodeling through the beta-catenin-BMP signaling pathway in adult mice. J. Cell Sci. 122: 3566–35781973781510.1242/jcs.051904PMC2746134

[bib67] YangW.MaqsodiB.MaY.BuiS.CrawfordK. L., 2006 Direct quantification of gene expression in homogenates of formalin-fixed, paraffin-embedded tissues. Biotechniques 40: 481–4861662939510.2144/000112133

[bib68] YuH. M.JerchowB.SheuT. J.LiuB.CostantiniF., 2005 The role of Axin2 in calvarial morphogenesis and craniosynostosis. Development 132: 1995–20051579097310.1242/dev.01786PMC1828115

[bib69] ZhangZ.BryanJ. L.DeLassusE.ChangL. W.LiaoW., 2010 CCAAT/Enhancer-binding protein {beta} and NF-{kappa}B mediate high level expression of chemokine genes CCL3 and CCL4 by human chondrocytes in response to IL-1{beta}. J. Biol. Chem. 285: 33092–331032070240810.1074/jbc.M110.130377PMC2963416

[bib70] ZienolddinyS.CampaD.LindH.RybergD.SkaugV., 2006 Polymorphisms of DNA repair genes and risk of non-small cell lung cancer. Carcinogenesis 27: 560–5671619523710.1093/carcin/bgi232

# Supplementary material for: Molecular Insight into the Association Between Cartilage Regeneration and Ear Wound Healing in Genetic Mouse Models: Targeting New Genes in Regeneration
**Source:** G3 (Bethesda). 2013 Nov 1;3(11):1881–91. doi: 10.1534/g3.113.007302
**Supplement:** Supporting Information

Molecular Insight into the Association Between Cartilage Regeneration and Ear Wound Healing in Genetic Mouse Models: Targeting New Genes in Regeneration — Supporting Information 

# Molecular Insight into the Association Between Cartilage Regeneration and Ear Wound Healing in Genetic Mouse Models: Targeting New Genes in Regeneration

## Supporting Information for Rai *et al.*, 2013

**Files in this Data Supplement:**

- Table S1 - Ear Wound Phenotype (.xls, 56 KB)
- Table S2 - Articular Cartilage Phenotype (.xls, 75 KB)
- Table S3 - Characteristics of mRNA probes (.xls, 41 KB)
- Table S4 - Characteristics of miRNA probes (.xls, 30 KB)

How the deposited data were processed for this re-analysis (not part of the article)

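The data were signals of a QuantiGene Plex assay on homogenates of 25 sections of 5 µm of formalin-fixed, paraffin-embedded knee joints per strain, from 8 strains with 3 to 4 mice each. The first panel held 33 target mRNAs with 3 reference genes (*Gapdh*, *Hprt1* and *Actb*) and 76 assay replicates. The second held 34 target mRNAs with 2 reference genes (*Gapdh* and *Hprt1*) and 78 assay replicates. The deposited files hold, for each panel, the signals before normalization, the normalized values of each assay replicate, the strain averages of the normalized values and fold changes. The authors took the log10 of the signals and regressed each target on the reference genes of its panel, and the deposited normalized values are the residuals, in log10 units. The fold values, as deposited, are ratios of each strain to C57BL/6J. They equal 10 raised to the difference of strain means of the deposited normalized values for MRL/MpJ, LGXSM-5, LGXSM-6 and LGXSM-33 in both panels. The same holds for LGXSM-35 in the second. For most mRNAs of LG/J and SM/J, and for LGXSM-35 in the first panel, they do not follow from these means. The paper's methods state that the authors calculated the fold changes from least square means. The paper's methods state that a background signal was subtracted. The files do not say whether their signals are from before or after this step. The deposited strain averages of the log10 signals before normalization equalled the means of the deposited replicate signals, with differences of at most 5e-07.

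The healing scores were calculated from the paper's supplementary tables. The ear wound score was 2 mm minus the mean hole diameter at day 30 (Table S1), and the cartilage score was the mean over knees at 16 weeks (Table S2). Samples were grouped by strain as labelled in the files. Mice could not be told apart among the assay replicates, and no plate, date, sex or batch is given for them.

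All calculations were done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. All 67 target mRNAs and all assay replicates were used, with 0 columns left out and no filter on signal. Correlations were Pearson's r over the 8 strain means, with two-sided exact permutation P values over the 40320 orders of the strains, a threshold of 0.05 and Benjamini-Hochberg adjustment over the 67 mRNAs of each score. An mRNA counted as correlated with both phenotypes when it passed for each with the same sign. H2 came from one-way variance components with strain as a random effect. Its P values came from 100000 resamples, its SE from a jackknife over strains. Clustering used Ward's method on Euclidean distances between log2 fold changes against C57BL/6J, with 2 clusters and 1000 bootstrap resamples of the mRNAs. Repeatability was the intraclass correlation between strains.

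The mRNAs named in the passages are those that the paper names in its results and in its paragraph on p21, and, for each of the 4 counts of mRNAs, up to 5 others that passed the threshold with the smallest P, with ties broken by the larger r or H2. Any other mRNA named was chosen after its values were seen. One of the mRNAs that the paper names is not reported here. Of 70 gene symbols in the panels, 66 matched a symbol of the RefSeq annotation of GRCm38.p6 and 4 matched an older name (*Mia1*, *Bglap1*, *Wisp1* and *Hprt1*). The annotation was used for names alone, since the files name no genome build.

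The steps were tested on simulated data with the same numbers of strains and assay replicates, 1000 simulated mRNAs of which 200 had an effect. The correlation step found 100% of these and called 4.63% of those without an effect. The heritability step found 97.5% and called 6% of those without an effect. In the clustering step, 100% of the simulated data sets gave back the 2 clusters built into them. The simulated effects were strong. The correlated mRNAs followed the score more closely than any mRNA did here, and the heritable ones had equal variance between and within strains. The 2 clusters were built into every simulated mRNA. Simulated mRNAs and assay replicates were independent, whereas neighbouring signals here were alike. These rates therefore need not hold for the real data.

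Alternatives were residuals recomputed here, the ratio of each target to the reference genes, no normalization, a filter that kept 51 of the 67 mRNAs by signal, the median over assay replicates, Spearman's rho, the 6 strains of the LG/J by SM/J cross, leaving out each strain or each replicate number in turn, other forms of the test and of the adjustment, other definitions of the scores, and for the clustering other linkages, distances, scalings and panels. Added after the data were seen were strain values from the authors' fold changes, a realigned column of the first panel and draws of 3 assay replicates per strain. The miRNAs, the sequence variants of the parental strains and their positions were not analysed here.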

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

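The comparisons in this part were all made with alternatives set before the data were examined, except the authors' fold changes used as strain values, the realigned column of LGXSM-35 and the draws of 3 assay replicates, which were chosen only after the results were seen. Where a value changed, the cause was not tested unless a sentence gives it.

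The number of mRNAs correlated with the ear wound score at P under 0.05 was 6. It was 12 as a ratio to the reference genes, 13 without normalization, 1 with the median over assay replicates, 2 in the 6 strains of the cross, 10 with a one-sided exact permutation test, 2 with one-sided P values from t = r times the square root of n − 2, and 0 after Benjamini-Hochberg adjustment, against 6 unadjusted. In the cross, fewer strains make small P values harder to reach. Recomputed residuals (7), the filter on signal (4), Spearman's rho (6), P values from the t distribution (7) and closed holes counted as a diameter of 0 (8) stayed within 1.5 times the count, as did the authors' fold changes (8) and the realigned column (7). Across the 8 fits that each left out a strain, the count ranged from 3 to 8, and it was 3 without LG/J, without C57BL/6J and without MRL/MpJ.

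For the cartilage score, the number was 7. It was 1 without normalization, 3 with the median, 4 in the cross, 13 with the one-sided exact permutation test, 2 with t = r times the square root of n − 2, 0 after adjustment, against 7 unadjusted, and 4 with the scores at 12 and 16 weeks. Recomputed residuals (9), the ratio (6), the filter on signal (5), Spearman's rho (5), the t distribution (6), the mean over mice (7), the authors' fold changes (10) and the realigned column (9) stayed within 1.5 times the count. Without 1 strain, it ranged from 1 to 8, with 1 without LG/J and 3 without MRL/MpJ.

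The number correlated with both was 2. It was 4 with recomputed residuals, 6 with the ratio, 0 without normalization (where 13 and 1 passed for the single scores, unadjusted), 1 with the filter on signal, which removes *Wnt16*, 1 with the median, 4 with Spearman's rho, 1 in the cross, 10 with the one-sided exact permutation test, 1 with t = r times the square root of n − 2, and 0 after adjustment, against 2 unadjusted. It was 4 with closed holes, 4 with the scores at 12 and 16 weeks, 6 with the authors' fold changes and 4 with the realigned column. The t distribution and the mean over mice gave 2. Without 1 strain, it ranged from 0 to 6: 0 without LG/J (3 and 1 for the single scores, unadjusted), 1 without C57BL/6J and without MRL/MpJ, 4 without LGXSM-6 and without LGXSM-33, and 6 without LGXSM-35.

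The number of mRNAs with heritable expression was 57 and stayed between 46, with the filter on signal (of 51 tested), and 64, without normalization, under the alternatives set beforehand. It ranged from 50 to 56 across the fits that left out a strain and from 51 to 57 across the 12 fits that left out a replicate number. With 3 assay replicates per strain drawn at random, the median count was 28.5; fewer values per strain give the test less power. The heritability test with the mouse as its unit was not run, since mice are not identified. The 9 or 12 signals of most strains, and the likeness of neighbouring signals, leave open that each 3 consecutive signals came from 1 mouse. That grouping was not tried, so the count of 57 holds for assay replicates and not for mice. No paired analysis was possible because the strains share no mouse, plate or other block in the files.

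By the way clusters were matched, the number of strains placed as in Figure 3 cannot fall under 4. That number was 6. It was 4 with the ratio, 5 without normalization, 8 with average linkage, 7 with complete linkage, 7 with correlation distance, 8 with the authors' fold changes on their deposited scale, 7 with the first panel alone and 8 with the log2 of the authors' fold changes. Recomputed residuals, the filter on signal, the median, scaling to unit SD, the second panel alone and the realigned column gave 6.

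Another normalization changed the sign of r for some of the mRNAs named. With the ratio to the reference genes, r with the ear wound score was −0.0773 for *Axin2*, −0.312 for *Wnt16*, −0.440 for *Il6*, −0.315 for *Fancc*, −0.591 for *Fzd2* and −0.453 for *Sox5*, and with the cartilage score −0.134 for *Wnt16*, −0.255 for *Il6*, −0.132 for *Fancc*, −0.355 for *Fzd2* and −0.197 for *Sox5*. Without normalization, r with the ear wound score was 0.191 for *Map1lc3a*, 0.305 for *Cebpb*, 0.0559 for *Adipoq*, 0.616 for *Csnk2a1* and 0.330 for *Cdkn1a*, and with the cartilage score 0.0238 for *Map1lc3a*, 0.0930 for *Cebpb*, 0.392 for *Csnk2a1* and 0.0818 for *Cdkn1a*. With the median over assay replicates, r of *Fzd2* with the cartilage score was −0.0326. H2 of *Wnt16* ranged from −0.769%, without LG/J, to 8.89% across the fits that left out a strain, and from 0.0463%, without replicate 1, to 14.3%, without replicate 7, across those that left out a replicate number; it passed the test in the last of these.

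Of 692 values for single mRNAs under alternatives other than leaving out a strain or replicate number, 550 kept their direction and side of the threshold, 69 became weaker, 52 stronger and 21 changed sign. Of 684 values from the fits that left one out, 613 kept both, 53 became weaker, 17 stronger and 1 changed sign. Low signal limits *Wnt16*, *Il6*, *Lep*, *Ihh* and *Fzd2*, whose median signals were 16, 9, 11, 11 and 5.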

Differences from the paper's values

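The comparisons below use alternatives set before the data were examined, and those chosen only after the values were seen are named as such. A gap is called closed where the value under the alternative is no more than 1.5 times the paper's value or the paper's no more than 1.5 times it, or, for r, where the 2 lie within the jackknife SE of r; the values need not be equal.

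The paper gives 19 mRNAs with heritable expression, and 57 were found here over assay replicates, among them all 19 of the paper's. The paper's methods state that residuals were averaged for each individual, so the 2 counts rest on unlike units. Across the 67 mRNAs, H2 here and in the paper had r = 0.952 and rho = 0.948, and it was larger here in 65. None of the 7 alternatives set before the data were examined, and none of the fits that left out a strain or a replicate number, closed the gap; draws of 3 assay replicates per strain, chosen after seeing the values, gave a median of 28.5, which is 1.5 times the paper's number and so closes it by this rule. The paper's number with an H2 of 50% or more is 6, against 11 here, among them all 6 of the paper's. Leaving out LGXSM-6 brought it to 9, which is 1.5 times the paper's, and no other of these settings came as close. The paper's lowest heritability among them is 35.6%, against 10.7% here, and no setting closed this gap. For *Il6* the paper's H2 is −0.087, against 0.121 here, and for *Wnt16* the paper's is −0.138, against 0.0608; neither gap was closed by any alternative set before the data were examined.

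The paper's number of mRNAs correlated with both phenotypes is 4, against 2 here. The thresholds differ: the paper's 4 include *Wnt16*, with a P of 0.053 for the ear wound. The P values of its Table 1 also lie near a one-sided form, whereas the test here was two-sided. Of the alternatives set before the data were examined, recomputed residuals (4), the ratio to the reference genes (6), Spearman's rho (4), closed holes (4) and the scores at 12 and 16 weeks (4) closed the gap, as did leaving out SM/J (3), LGXSM-5 (3), LGXSM-6 (4), LGXSM-33 (4) or LGXSM-35 (6); the other 9 alternatives and the other fits did not. The authors' fold changes (6) and the realigned column (4) also did, both chosen after seeing the values. Closing this gap rests on counts alone. None of the alternatives set beforehand or fits that closed it passed all 4 of the paper's mRNAs for both. *Axin2* did not pass for cartilage with recomputed residuals, the ratio, closed holes or any fit that left out a strain. *Xrcc2* did not pass for it with Spearman's rho, and *Wnt16* did not with the scores at 12 and 16 weeks.

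The paper's bootstrap support of its 2 clusters is 100%, and 34.3% of the resamples gave the 2 clusters found here. The paper's own 2 clusters were given by 25.7% of the resamples. None of the 12 alternatives set before the data were examined closed the gap. Support for the clusters that each alternative gave ranged from 5.9%, with correlation distance, to 60.9%, without normalization. Support for the paper's clusters ranged from 0%, with the ratio, without normalization and with the second panel alone, to 53.2%, with the authors' fold changes on their deposited scale.

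For the cartilage score, the paper's r for *Xrcc2* is 0.818, against 0.695 here. The ratio (0.741), the median (0.802), Spearman's rho (0.714), the strains of the cross (0.870), the scores at 12 and 16 weeks (0.847) and leaving out SM/J (0.783), C57BL/6J (0.748) or MRL/MpJ (0.721) closed the gap, and the others did not. The paper's r for *Axin2* is 0.814, against 0.632. The median (0.662), Spearman's rho (0.857), the cross (0.781), the scores at 12 and 16 weeks (0.683) and leaving out C57BL/6J (0.783), LGXSM-5 (0.658) or LGXSM-33 (0.734) closed it, and the others did not. The paper's r for *Cdkn1a* is −0.173, against −0.705. The median (−0.436), the scores at 12 and 16 weeks (−0.383) and leaving out LG/J (−0.360) brought it within its jackknife SE, though not to the paper's value, and the others did not. With the authors' fold changes, chosen after seeing the values, r was 0.779 for *Xrcc2*, 0.787 for *Axin2* and −0.182 for *Cdkn1a*.

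P values for the ear wound score differed for 5 mRNAs; those here are from exact permutation. For *Xrcc2* the paper's is 0.035, against 0.00627, closed by t = r times the square root of n − 2 (0.0467), the cross (0.0417) and leaving out C57BL/6J (0.0304). For *Pcna* the paper's is 0.036, against 0.00670, closed by t = r times the square root of n − 2 (0.0442) and leaving out LG/J (0.0437) or C57BL/6J (0.0341). For *Axin2* the paper's is 0.049, against 0.00335, closed by that form of t (0.0584), the median (0.0558) and the t distribution (0.0330). For *Wnt16* the paper's is 0.053, against 0.0287, closed by that form of t (0.0547) and leaving out C57BL/6J (0.0548), MRL/MpJ (0.0524) or LGXSM-35 (0.0421). For *Cebpb* the paper's is 0.083 in its text, against 0.0528 here; the paper's Table 1 gives 0.075 for *Cebpb* and 0.083 for *Ulk1*, and against 0.075 there is no gap by this rule. The gap to the value in the text was closed by that form of t (0.0769), the median (0.0740), Spearman's rho (0.0962), the t distribution (0.0713) and leaving out MRL/MpJ (0.0774), LGXSM-5 (0.0679) or LGXSM-6 (0.0659). No other alternative set before the data were examined closed these gaps.

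P values for the cartilage score differed for 4, with exact permutation values here. For *Pcna* the paper's is 0.032, against 0.00672, closed by the ratio (0.0296), the median (0.0417), Spearman's rho (0.0368), the cross (0.0319) and t = r times the square root of n − 2 (0.0376). For *Wnt16* the paper's is 0.039, against 0.00709, closed by Spearman's rho (0.0279), the cross (0.0319), that form of t (0.0397) and the scores at 12 and 16 weeks (0.0517). For *Axin2* the paper's is 0.047, against 0.0919, closed by the scores at 12 and 16 weeks (0.0336) and leaving out C57BL/6J (0.0526). For *Ulk1* the paper's is 0.054, against 0.0328, closed by the ratio (0.0626), the median (0.0601), that form of t (0.0599) and leaving out C57BL/6J (0.0589), MRL/MpJ (0.0599), LGXSM-5 (0.0542), LGXSM-33 (0.0597) or LGXSM-35 (0.0468). No other alternative set before the data were examined closed these gaps.

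The paper places SM/J and C57BL/6J in a cluster with LGXSM-5 and LGXSM-35, and here both joined the larger cluster. Average linkage and the authors' fold changes on their deposited scale placed all 8 strains as in the paper, as did the log2 of the authors' fold changes, chosen after seeing the values. The paper calls *Xrcc2* and *Axin2* correlated with cartilage healing, and neither passed here. *Xrcc2* passed with the ratio, the median, the cross, the scores at 12 and 16 weeks, the one-sided exact permutation test and without SM/J; *Axin2* passed with Spearman's rho, the scores at 12 and 16 weeks and the one-sided exact permutation test; both passed with the authors' fold changes, chosen after seeing the values. The paper states that *Cdkn1a* was negatively correlated with both phenotypes without reaching significance; here r was negative for both, and the exact permutation P for cartilage was 0.0451. Among the 9 mRNAs that the paper lists as correlated at the 10% level, *Adipoq*, *Csnk2a1*, *Cxcl12*, *Fancc*, *Fzd2*, *Mmp13* and *Sox5* had an exact permutation P over 0.1 here for at least one score. The paper's Table 1 itself gives 5 of the 9 a P over 0.1 for at least one score (*Csnk2a1*, *Cxcl12* and *Mmp13* for both) and gives *Lep*, which is not listed, a P under 0.1 for both.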

Other observations

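All the tests in this part were chosen only after the results were seen. No biological explanation was tested.

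In 100 orders of the strains, the real one included, 19 gave at least 6 mRNAs correlated with the ear wound score, 12 gave at least 7 for the cartilage score and 54 gave at least 2 for both. Counts of this size may therefore arise by chance among 67 mRNAs that vary together. The 2 scores are themselves correlated, and over all 40320 orders that keep them together the mean number of mRNAs passing for both was 1.95. Sharing between the 2 phenotypes at this number could come from that correlation alone. Differences in expression linked to healing stay open beside it.

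The mean log10 signal of the reference genes was higher in strains with a higher ear wound score (first panel r = 0.637, exact permutation P = 0.0842, rho = 0.619, exact permutation P = 0.115; second panel r = 0.626, exact permutation P = 0.0988, rho = 0.595, exact permutation P = 0.132). Without the 2 strains farthest from the median, r was 0.373 in the first panel and −0.0485 in the second. These are 2 of 4 correlations, and no adjusted P was calculated. With the reference level taken out of score and expression, 11 mRNAs passed for the ear wound and 12 for cartilage. The permutation test took what was left as interchangeable between strains, which can make its P values too small. These counts therefore cannot decide whether the trend is the whole source of the counts above. Whether the mRNAs that passed were the same was not counted. The trend may account for part of single correlations: with the reference level taken out, r with the ear wound score went from 0.747 to 0.574 for *Axin2* and from 0.755 to 0.627 for *Il6*, while it went from 0.830 to 0.880 for *Pcna*.

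In the first panel, the normalized values of Signal 9 of LGXSM-35 equalled the recomputed residuals 2 rows further down in 31 of 31 comparable mRNAs, and 2 mRNAs, *Col6a6* and *Bcl3*, were in place. A shift of rows in this column is a candidate explanation. With the column put back, the authors' fold changes of LGXSM-35 were reached in 33 of 33 mRNAs, against 7 before, so they may have been calculated from values without the shift. The change in the strain mean was at most 0.13 on the log2 scale, for *Cxcl12*, an mRNA named for that value. The number of mRNAs correlated with both phenotypes was nevertheless 4 with the column put back, against 2 as filed.

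The authors' fold changes of MRL/MpJ, LGXSM-5, LGXSM-6 and LGXSM-33 followed from strain means of the deposited normalized values for every mRNA of both panels. For LG/J they did so in 12 of 33 mRNAs of the first panel and 0 of 34 of the second, and for SM/J in 5 and 1. In the first panel, free weights for the 8 signals of these strains reached the fold changes with differences of at most 0.00339 (log10), with a mean weight of 0.167 for Signals 1 and 2 and 0.111 for the others. Averaging in 2 steps could give such weights. In the second panel, free weights of the 9 deposited signals left differences of up to 0.0674 (log10) in the strain with the smaller one, which argues against weights as the explanation there.

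The second-panel normalized values do not sum to 0 over the deposited assay replicates, as residuals of a regression with an intercept would. The sums came nearest to 0 with 12.0 signals of LG/J (95% interval 11.9 to 12.1) and 12.0 of SM/J (11.8 to 12.1), against 9 of each in the files, when the means of these strains were taken from the authors' fold changes. The largest sum then fell from 1.69 to 0.162 but did not reach 0. That the authors' regression held more signals of these strains is a candidate explanation, which stays open.

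Signals with neighbouring numbers within a strain were more alike over the mRNAs than other signals of the strain. Mean r was 0.396 against −0.236 in the first panel, a difference of 0.632, and 0.371 against −0.226 in the second, a difference of 0.597. Both had P = 0.0001, the smallest that 10000 permutations can give. Repeats of a mouse that follow one another may explain this, as may the order of the assay, and such repeats counted as independent would raise the number of mRNAs that pass the heritability test.

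All 134 P values of the paper's Table 1 lie within 0.0015 of a one-sided P from t = r times the square root of n − 2, which leaves out the division by the square root of 1 − r2. The usual one-sided form gave 28 of the 134 and the two-sided form 1. The usual two-sided form, applied to the paper's r, puts 18 under 0.05, against 8 of the paper's. The division left out matters most where r is large; where r is small, a one-sided P is below the two-sided one. All 12 P values of Table 2 also lie within this limit.

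With the authors' fold changes as strain values, the median difference from the paper's r in Table 1 was 0.00328 for the ear wound and 0.0213 for cartilage, against 0.0535 and 0.0767 with the means of the deposited values. The strain means of *Gapdh* in the 2 panels had r = 0.989 and those of *Hprt1* r = 0.997 (exact permutation P = 2.48e-05 and 9.92e-05), with rho = 1 and 0.952, and r without the 2 strains farthest from the median was 0.983 and 0.987.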
